# Monoamine Oxidase-Dependent Pro-Survival Signaling in Diabetic Hearts Is Mediated by miRNAs

**DOI:** 10.3390/cells11172697

**Published:** 2022-08-30

**Authors:** Stefano Cagnin, Marco Brugnaro, Caterina Millino, Beniamina Pacchioni, Carmen Troiano, Moises Di Sante, Nina Kaludercic

**Keywords:** diabetic cardiomyopathy, autophagy, monoamine oxidase, miRNAs, pro-survival pathways

## Abstract

Diabetes leads to cardiomyopathy and heart failure, the leading cause of death for diabetic patients. Monoamine oxidase (MAO) inhibition in diabetic cardiomyopathy prevents oxidative stress, mitochondrial and endoplasmic reticulum stress and the development of diastolic dysfunction. However, it is unclear whether, in addition to the direct effects exerted on the mitochondria, MAO activity is able to post-transcriptionally regulate cardiomyocyte function and survival in diabetes. To this aim, we performed gene and miRNA expression profiling in cardiac tissue from streptozotocin-treated mice (model of type 1 diabetes (T1D)), administered with either vehicle or MAOs inhibitor pargyline for 12 weeks. We found that inhibition of MAO activity in T1D hearts leads to profound transcriptomic changes, affecting autophagy and pro-survival pathways activation. MAO activity in T1D hearts increased miR-133a-3p, -193a-3p and -27a-3p expression. These miRNAs target insulin-like growth factor receptor 1 (*Igf1r*), growth factor receptor bound protein 10 and inositol polyphosphate 4 phosphatase type 1A, respectively, all components of the IGF1R/PI3K/AKT signaling pathway. Indeed, AKT activation was significantly downregulated in T1D hearts, whereas MAO inhibition restored the activation of this pro-survival pathway. The present study provides an important link between MAO activity, transcriptomic changes and activation of pro-survival signaling and autophagy in diabetic cardiomyopathy.

## 1. Introduction

There is a higher incidence of cardiovascular events in diabetic patients. Diabetes is a risk factor for left ventricle (LV) dysfunction, also called diabetic cardiomyopathy, and is the most common, disabling and deadly of diabetic complications. Mitochondrial bioenergetics is impaired in diabetic patients and, together with oxidative stress, contributes to the development of cardiovascular complications. In addition to cytoplasmic sources of reactive oxygen species (ROS), such as NADPH oxidase, shown to contribute to diabetes, it is widely accepted that the majority of ROS arise from the mitochondria. For instance, mitochondrial respiratory chain-generated superoxide is considered the key event in the activation of all the other pathways involved in the pathogenesis of diabetic complications [1]. In addition to this, other mitochondrial proteins play a major role in the oxidative stress and development of several cardiovascular pathologies. Genetic deletion of p66^Shc^ dramatically reduces ROS formation in experimental models of atherosclerosis, diabetes and ischemia/reperfusion injury [2,3,4]. NOX4, at the interface between mitochondria and ER, also contributes to the development of LV dysfunction in several models of heart failure [5,6,7]. In addition to those enzymatic systems, mitochondria also contain monoamine oxidases (MAOs), whose role in terminating neurotransmitter signaling in the brain is well established, whereas its modulation of cardiac morphology and function is still being elucidated [8,9].

Monoamine oxidases (MAOs) are mitochondrial flavoenzymes responsible for biogenic amine catabolism resulting in hydrogen peroxide (H_2_O_2_) formation. We and others previously described a direct effect of MAO-dependent ROS formation on mitochondrial and cardiomyocyte function in several models of heart failure [4,10,11,12,13,14], including diabetic cardiomyopathy [15,16]. Indeed, we demonstrated that MAOs are the major source of mitochondrial ROS in cardiomyocytes exposed to high glucose and pro-inflammatory cytokine IL-1β and that MAO-dependent ROS formation is able to directly induce mitochondrial dysfunction by promoting the opening of the mitochondrial permeability transition pore [15]. Importantly, MAO-dependent mitochondrial ROS formation and organelle dysfunction acted upstream of endoplasmic reticulum (ER) stress, a well-known pathogenetic factor that contributes to the development of diabetes-associated complications. Pharmacological inhibition of MAO activity in vivo in a mouse model of type 1 diabetes (T1D) prevented diastolic dysfunction, oxidative and ER stress, as well as remodeling of the extracellular matrix and development of fibrosis [15].

H_2_O_2_ is able to modulate the expression of different microRNAs (miRNAs) in the cardiovascular system [17,18], indicating that they may play a role in cardiac diseases related to ROS. MiRNAs are a class of small noncoding RNAs (18–22 nucleotides) encoded by plants and the metazoan genome that regulate mRNA stability and protein expression. MiRNAs play a role as regulators of gene expression by binding to complementary sequences on the 3′-untranslated region (3′-UTR) of their target mRNA, thus inhibiting mRNA translation or promoting mRNA degradation [19]. A single miRNA can regulate several hundreds of transcripts, making it possible to switch instantly between cellular programs. Therefore, they are often viewed as master regulators of multiple protein-coding genes. A number of studies highlighted the key role of miRNAs in maintaining proper physiological properties of the cardiovascular system, as well as participating in pathological processes [17,20,21,22,23,24,25]. An increasing number of studies show that intracellular ROS can either inhibit or induce miRNA expression levels, which leads to subsequent biological effects through the regulation of their direct target genes [19]. Moreover, position-specific oxidation of miRNAs was shown to serve as an epi-transcriptional mechanism that coordinates pathophysiological redox-mediated gene expression [26]. Nevertheless, it is currently unknown whether MAO’s activity controls the expression of certain miRNAs and whether MAO-dependent dysregulation of miRNAs occurs in pathological conditions. 

In this work, we tested whether, in addition to the direct effects exerted by MAO-derived H_2_O_2_ on mitochondria, MAO activity is able to post-transcriptionally regulate cell function and survival in pathological conditions. Therefore, we performed gene and miRNA expression profiling in cardiac tissue from a mouse model of T1D with or without pharmacological MAO inhibition. The transcriptomic analysis highlighted that activation of catabolic processes, such as autophagy, is likely one of the mechanisms involved in disease development promoted by MAO, leading to mitochondrial and cellular derangements in diabetic conditions. Moreover, we identified a specific subset of miRNAs modulated by MAO activity in diabetic hearts that are involved in pro-survival signaling.

## 2. Materials and Methods

### 2.1. Animal Model of T1D

All the animal studies were performed using male C57BL6/J mice (6–7 weeks of age and at least 20 g in weight; Charles River Laboratories, Calco, Italy). Five mice per cage were housed in the animal facility of the University of Padova with 12 light/12 dark cycles. T1D was induced with streptozotocin (50 mg/kg/day in citrate buffer pH 4.5) administered intraperitoneally for five consecutive days [15]. Streptozotocin is a glucosamine–nitrosourea compound toxic to pancreatic β-cells. Administration of multiple low doses of streptozotocin was chosen due to reduced acute toxicity of the compound, resulting in low acute mortality (< 5%). Mice were then randomized to receive either vehicle or MAO inhibitor pargyline (50 mg/kg/day via intraperitoneal injection) for the whole duration of the experimental protocol (i.e., 12 weeks). Blood glucose levels were measured twice a month using a glucose meter (OneTouch Ultra 2, Lifescan, Malvern, PA, USA), and mice with blood glucose levels ≥ 17 mM were considered diabetic. The following groups were examined: (i) control mice (C), (ii) streptozotocin-treated mice (D), (iii) control mice treated with pargyline (C + P) and (iv) streptozotocin mice treated with pargyline (D + P). All aspects of animal care and experimentation were carried out in compliance with European and Italian (D.L. 26/2014) laws concerning the care and use of laboratory animals and were approved by the local ethical committee of the University of Padova (Organism for Animal Welfare, OPBA) and by the Italian Ministry of Health (for ethical approvals, please see the Institutional Review Board Statement section).

### 2.2. Cell Culture and miRNA Transfection

Neonatal rat ventricular myocytes (NRVMs) were isolated from 1 to 3 days old rats as previously described [12,13] and plated at the density of 400,000 cells/mL in minimum essential media (MEM) supplemented with FBS 10%, 0.1 mM BrdU, antibiotics and non-essential amino acids. Cells were maintained at 37 °C with 5% CO_2_. The medium was changed to MEM with 5 mM glucose, supplemented with 1% FBS after 24 h. For the experiments, cells were cultured either with high mannitol (20 mM) as an osmotic control or high glucose (20 mM). In order to block the autophagy flux, cells were incubated with chloroquine (50 µM) for 4 h prior to cell harvesting. MAO-A was silenced as previously described [15].

HL-1 cardiomyocytes (Sigma-Aldrich, St. Louis, MO, USA) were cultured in 24 well plates using DMEM/F12 (Thermo Fisher Scientific, Waltham, MA, USA) containing 2 mM L-Glutamine (EMD Millipore, Burlington, MA, USA), 12.5% FBS (EMD Millipore, Burlington, MA, USA) and 1X Penicillin-Streptomycin Solution (Thermo Fisher Scientific, Waltham, MA, USA). Cells were divided before reaching 95% of confluence. An amount of 10 μM of miR-27a-3p or -193a-3p mimic was transfected using Lipofectamine 2000 (Thermo Fisher Scientific, Waltham, MA, USA), as previously described [27]. Cells transfected with miRNA scramble were used as controls. RNA was extracted 48 h after transfection and used to test the expression of target genes using qRT-PCR.

### 2.3. RNA Extraction

TRIzol Reagent (Thermo Fisher Scientific, Waltham, MA, USA) was used to extract RNA from heart samples (1 mL/30 mg of tissue), primary cardiomyocytes and HL-1 cell cultures, as previously described [15,28]. Cell lysis was performed with TRIzol reagent (Thermo Fisher Scientific, Waltham, MA, USA) (500 μL per well in a 24-well plate) after one washing step with PBS, while tissue samples were lysed with TissueLyser II (QIAGEN) in 1000 μL of TRIzol (Thermo Fisher Scientific, Waltham, MA, USA). Chloroform (200 μL per 1000 μL of TRIzol) was added to the homogenate to separate the RNA-containing aqueous phase. Thereafter, RNA was precipitated by adding an equal volume of isopropanol to the aqueous phase. Qualitative and quantitative RNA measurements were assessed both by spectrophotometer and Agilent 2100 Bioanalyzer. RNA showing an RNA integrity number higher than 7 was used for experiments. 

### 2.4. Microarray Expression Profiles

SurePrint G3 Mouse Gene Expression 8 × 60 K Agilent chips were used to profile the expression of mRNAs. For the mRNA analysis, 200 ng of total RNA was used for Cy3 labeling with Low Input Quick Amp Labeling Kit (Agilent Technologies, Santa Clara, CA, USA) according to manufacturer instructions. The labeled sample was dispensed onto the microarray to perform hybridization at 65 °C for 17 h with 10 rpm rotation. At least three biological replicates were used for each condition (diabetes (D), control (C), diabetes treated with pargyline (D + P) and control treated with pargyline (C + P)).

Agilent Mouse miRNA Microarray 8  × 60 K platform (Agilent Technologies, Santa Clara, CA, USA) based on miRbase V.21 was used to profile the expression of miRNAs. An amount of 100 ng of total RNA was labeled using miRNA Complete Labeling and Hyb Kit (Agilent Technologies, Santa Clara, CA, USA), according to the manufacturer’s protocol. Labeled RNA was hybridized onto microarray slides using a rotational oven at 55 °C for 22 h. At least three biological replicates were used for each condition.

After hybridization, both mRNA and miRNA microarray slides were washed using the Wash Buffer Kit (Agilent Technologies, Santa Clara, CA, USA) and dried at room temperature. Microarray slides were scanned using a G2505C scanner (Agilent Technologies, Santa Clara, CA, USA) at 3 µm resolution. Probes features were extracted using the Feature Extraction Software v. 10.7.3.1 with GE 1 Sep09 protocol (Agilent Technologies, Santa Clara, CA, USA). 

### 2.5. Microarray Data Analyses

For the mRNA microarray, raw microarray gene expression data were quantile normalized, and probe expression values that did not pass the filter (positive and significant) were set as NA (not available). Probes with more than 50% of NA per condition were excluded from the analysis. Multiple *t*-tests were performed to identify differentially expressed genes, using adjusted Bonferroni correction and 0.05 as the *p*-value cut-off. Differentially expressed genes in a specific condition were identified by comparing gene symbols in Venn diagrams [https://bioinformatics.psb.ugent.be/webtools/Venn/, accessed on 26 August 2022]. In order to identify the effects of pargyline on diabetic hearts, differentially expressed genes were clustered using the Self Organizing Tree Algorithm (SOTA) method [29] with default parameters. Enrichment analysis of genes sharing the same expression profile was performed according to the DAVID web tool [30]. Gene Set Enrichment Analysis (GSEA) [31] was used to identify gene sets modulated by pargyline using KEGG and Wiki Pathways. All differentially expressed genes were used to calculate sample clustering using the Pearson correlation and a complete linkage. The identification of differentially expressed genes, SOTA and clustering analyses were performed using the TMev software [32]. 

Cytoscape V3.8 was used to represent the miRNA–target network [33]. The network was prepared considering predicted miRNA–target interactions and protein–protein interactions described in the BioGrid database V4.4.207 [https://thebiogrid.org/, accessed on 26 August 2022] for *Mus musculus*. For the miRNA microarray, raw microarray data were first filtered for the number of miRNAs presenting an expression value above the background (0% of undetected values were allowed for each miRNA) and then normalized according to the loess cyclic algorithm, as previously described [34]. 

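The normalized table deposited by the authors holds 209 miRNAs and 10 control features of the array. These miRNAs are the ones detected on all 3 arrays of at least 1 group. Of their 2508 values, 328 (13.1%) belong to miRNAs that the scanner software did not detect on that array. Requiring detection on all 12 arrays leaves 128 of the 1881 miRNAs on the array, and these 128 were used here for all group comparisons unless another filter is named. Cyclic loess was run on the same features with 30 combinations of method, span and number of iterations. Across features and arrays, which are not independent replicates, the centred log2 values correlated with those of the authors with r between 0.47 and 0.79, so the authors' normalized values could not be rebuilt from the scanner signals.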

The identification of differentially expressed miRNAs was performed as for mRNAs. MiRNAs and samples were clustered using average dot product with a complete linkage method implemented in the TMev software. MiRNA function was inferred using the TAM 2.0 tool with default parameters [35] and according to the function of predicted targets. In order to predict miRNA targets, five different algorithms were used: miRWalk [36], miRanda [37], miRDB [38,39], Targetscan [40] and TarBase [41]. Since bioinformatics algorithms may provide false positive results, we included biological evidence of possible interaction between miRNAs and their targets, calculating the expression correlation (Pearson correlation) and maintaining a miRNA–target relationship that showed a negative correlation. 

### 2.6. Quantitative Real-Time PCR Analysis (qRT-PCR)

cDNA reverse transcription was performed using reverse SuperScript IV (Thermo Fisher Scientific, Waltham, MA, USA). qRT-PCR was performed using Power SYBR Green PCR Master Mix (Applied Biosystems). Relative amounts of analyzed genes were calculated by the comparative ∆∆Ct method. The primers used are listed in Supplementary Table S1.

The TaqMan method was used to evaluate miRNA expression by qRT-PCR. An amount of 10 ng of total RNA was reverse transcribed using the TaqMan MicroRNA Reverse Transcription Kit (Thermo Fisher Scientific, Waltham, MA, USA), according to the user manual. qRT-PCR was performed with the 96 CFX System (BioRad, Hercules, CA, USA) in 20 μL using the TaqMan Universal PCR Master Mix II (Thermo Fisher Scientific, Waltham, MA, USA) according to the manufacturer’s protocol. PCR reaction was performed as follows: 50 °C for 2 min; 95 °C for 10 min; 95 °C for 15 s, 60 °C for 1 min, for 40 cycles. Data analysis was carried out according to the ∆Ct method using the U6 gene as a reference gene. Correlation between gene expression obtained with qRT-PCR and microarray was performed using Pearson correlation. 

### 2.7. Luciferase Assay

HL-1 cardiomyocytes were transfected with 100 pg/mL of pmirGLO Dual-Luciferase miRNA Target Expression Vector (Promega, Madison, WI, USA) containing the target sequence or a control sequence (primers for cloning are listed in Supplementary Table S2) and 10 μM of miRNA mimics. Assays were performed using the Dual-Luciferase Reporter Assay (Promega, Madison, WI, USA), measuring firefly and renilla luciferase activities with Turner Designs TD-20/20 Luminometer (DLReady, Promega, Madison, WI, USA). MiRNA transfections were independently replicated at least three times.

### 2.8. Western Blot

Primary cardiomyocytes or heart tissue were homogenized in a lysis buffer containing protease and phosphatase inhibitors. Protein concentration was determined using a BCA protein assay (Thermo Fisher Scientific, Waltham, MA, USA). Proteins were separated using SDS–PAGE and transferred to the nitrocellulose membrane (Thermo Fisher Scientific, Waltham, MA, USA). Following incubation with primary and secondary HRP-conjugated antibodies (Santa Cruz Biotechnology, Dallas, TX, USA, cat# sc-2357 or sc-516102), chemiluminescence was detected using UVITEC (Cambridge) and analyzed using ImageJ software. The following antibodies were used: cardiac actin (Santa Cruz Biotechnology, Dallas, TX, USA, cat# sc-58670), LC3B (Cell Signaling, Danvers, MA, USA, cat# 2775S), phospho-AKT Thr^308^ (Cell Signaling, Danvers, MA, USA, cat# 4056S), phospho-AKT Ser^473^ (Cell Signaling, Danvers, MA, USA, cat# 4060S) and pan-AKT (Cell Signaling, Danvers, MA, USA, cat# 4691S).

### 2.9. Statistical Analysis

All values are expressed as mean ± SEM unless otherwise stated in the figure caption. Comparison between groups was performed by one-way or two-way ANOVA, followed by Tukey’s post hoc multiple comparisons for normally distributed data and non-parametric Dunn’s test for not normally distributed data. Comparisons between two groups were performed using a non-paired two-tailed Student’s *t*-test. A value of *p* ≤ 0.05 was considered significant.

## 3. Results

### 3.1. mRNA Expression Analysis

Cluster analysis revealed that biological replicates were grouped together and that there was a clear separation between pargyline treated and non-treated samples. Samples from diabetic hearts treated with pargyline clustered near samples from diabetic mice but clearly separated (Figure 1A). In order to evaluate the effects of MAO inhibition on gene expression, genes were grouped based on their expression patterns. We identified three interesting clusters in which MAO inhibition by pargyline prevented changes in gene expression induced by diabetes without affecting the expression in control samples (C + P) (Figure 1B and Supplementary Table S3). Clusters 8 and 10 describe genes that were upregulated in diabetic hearts and restored to control levels with pargyline treatment without affecting the expression in the controls. On the contrary, cluster 5 describes genes that were downregulated in diabetic hearts and whose expression was rescued following pargyline treatment (Figure 1B). Interestingly, clusters 8 and 10 are enriched in genes encoding for proteins involved in the regulation of mitochondrial function, protein ubiquitination and autophagy or localized in the ER; cluster 5 is enriched in genes encoding for proteins involved in ubiquitination, transcription regulation, development of heart and vasculature, or localized in the Golgi (Table 1). Gene set enrichment analysis (GSEA) allowed the identification of altered pathways for each analyzed gene cluster. Table 2 shows major pathways among the twenty most significantly altered pathways identified for each cluster (for the complete list, see Supplementary Table S4). Genes whose expression was restored to control levels with pargyline treatment in comparison to the diabetic condition (clusters 8 and 10) are involved in the modulation of ubiquitin-mediated proteolysis, glycolysis and gluconeogenesis, oxidative stress, fluid shear stress and atherosclerosis, calcium cycling in cardiac cells, protein processing within the endoplasmic reticulum, phagocytosis, cell–cell interaction, mammalian target of rapamycin (mTOR) signaling, regulation of cytoskeleton and regulation of cardiomyocyte hypertrophy through miRNAs. Genes whose expression was upregulated by pargyline treatment compared to the diabetic condition (cluster 5) are involved in cellular senescence, epidermal growth factor receptor (EGFR) and insulin signaling pathways. 

We also compared differentially expressed genes considering all comparisons (Figure 1C). Six hundred and fifteen genes were specifically altered comparing controls treated with pargyline (C + P) and vehicle (C) (Figure 1C and Supplementary Table S5). Interestingly, these genes are involved in transcription regulation and encode for proteins located within the mitochondrion and in the inner mitochondrial membrane (Supplementary Table S6). On the other hand, genes specifically altered in the comparison between heart samples from diabetic mice and controls (807 genes; Figure 1C and Supplementary Table S5) are involved in the regulation of membrane transport (Golgi apparatus, endosomes and lysosomes), protein folding and degradation, and carbon metabolism (Supplementary Table S6). Therefore, present results suggest that diabetes leads to profound transcriptomic changes in T1D mouse hearts, and MAO inhibition prevents such changes affecting mitochondria, receptor-activated signaling pathways and proteolytic processes.

### 3.2. Validation of the mRNA Microarray

We first proceeded to validate changes in gene expression observed in the mRNA microarray. Validation was carried out on a series of randomly selected genes (Figure 1D), such as atrial natriuretic peptide (*Anp*), pyruvate dehydrogenase lipoamide kinase isozyme 4 (*Pdk4*), glucose transporter type 4 (*Glut4*), hypoxia-inducible factor 1α (*Hif1α*), thioredoxin-interacting protein (*Txnip*), peroxiredoxin 4 (*Prdx4*), angiopoietin-like 4 (*Angptl4*) and a regulator of G-protein signaling 2 (*Rgs2*). The qRT-PCR data showed a comparable expression pattern to the microarray results for most of the randomly selected genes, as confirmed by the Pearson correlation coefficient (r). A strong correlation (r ≥ 0.7) was observed for *Txnip* (r = 0.77), *Angptl4* (r = 0.82), *Anp* (r = 0.99), *Pdk4* (r = 0.99), *Prdx4* (r = 0.70) and *Rgs2* (r = 0.71); *Hif1α* (r = 0.57) and *Glut4* (r = 0.63) showed a trend and a moderate correlation (0.5 < r < 0.7). Among the four housekeeping genes (*Actb*, *Tbp*, *Gapdh* and *Rpl4*) we used, we showed data normalized to *Tbp* since it appeared as the most stable gene among all samples (Supplementary Figure S1).

### 3.3. MAO Inhibition Reduces Aberrant Autophagy Flux Activation in T1D Hearts

SOTA analysis revealed that clusters 8 and 10 are enriched in genes encoding for proteins involved in the proteolysis and regulation of autophagy (Table 1), suggesting that autophagy might be upregulated in diabetic hearts. In order to confirm whether processes identified by the transcriptomic and bioinformatics analyses had any biological relevance, we next assessed whether MAO activity affects autophagy flux in T1D hearts, thereby leading to mitochondrial and cellular derangements. We measured protein levels of the autophagy marker microtubule-associated protein 1 light chain 3 beta (LC3B) in cardiac tissue of T1D mice. There was a significant increase in LC3B-II in diabetic compared to control hearts (Figure 2A), suggesting that autophagy might be altered in diabetic hearts. Importantly, LC3B-II protein levels were reduced in diabetic mice treated with pargyline. 

An accurate assessment of the autophagy flux requires that all the experimental groups are paralleled by groups treated with inhibitors of lysosomal degradation. In order to evaluate changes in the autophagy flux due to T1D and/or MAO inhibition, an additional subset of experiments was performed in vitro employing NRVMs. NRVMs were cultured with high glucose in the absence or presence of MAO inhibitor pargyline and/or inhibitor of lysosomal degradation chloroquine for the last 4 h of treatment. Treatment with high glucose led to a significant upregulation of autophagy flux, while cells cultured in the presence of high glucose and pargyline displayed a dramatic reduction in autophagy, evidenced by the reduced LC3B-II accumulation following inhibition of lysosomal degradation (Figure 2B). Autophagy flux was not significantly affected by pargyline in control conditions. Therefore, these results confirm the findings obtained by the transcriptomic analyses and suggest that MAO inhibition is able to block the aberrant autophagy activation in T1D hearts.

### 3.4. MiRNA Gene Expression Analysis

Regulation of cardiomyocyte hypertrophy through miRNAs was one of the pathways affected by MAO inhibition in T1D hearts (Table 2). Therefore, we next evaluated miRNA expression profiles in the same heart samples used for mRNA profiling. 

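The miRNA arrays covered 12 hearts of male mice, 1 array per heart, with 3 hearts in each of 4 groups. These were control (C), control treated with the MAO inhibitor pargyline (C + P), diabetic (D) and diabetic treated with pargyline (D + P). Diabetes was induced with streptozotocin, a toxin of the insulin-producing beta cells, at 50 mg/kg per day for 5 days, and pargyline was given at 50 mg/kg per day for 12 weeks. The methods give 100 ng of total RNA per labeling, while the sample records give 200 ng. The authors deposited a 1-colour scanner intensity and a detection flag for each of 1881 miRNAs, without normalization between arrays, and an undetected miRNA is written as 0.1.
The number of detected miRNAs ranged from 144 to 163 in C (median 146), from 214 to 253 in C + P (median 218), from 165 to 203 in D (median 179) and from 187 to 218 in D + P (median 215). The summed signal of detected miRNAs was 27107 to 35028 in C, 57895 to 89040 in C + P, 48104 to 61254 in D and 39661 to 58631 in D + P. The C arrays were thus the dimmest, and no C array overlapped with any other group in summed signal. Before normalization the median log2 difference over the 128 miRNAs detected on all 12 arrays was 0.77 for D against C, 1.15 for C + P against C and -0.12 for D + P against D. Normalization removes these shifts, so every change below is relative to the average miRNA of the array.
Signals of the 128 miRNAs were log2 transformed and normalized by cyclic loess. The 4 group means were fitted together with limma, which estimates 1 spread per miRNA over the 12 arrays, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. On simulated data for D against C, with 40 of 128 miRNAs changed by 1 on the log2 scale, the fit recovered 89.6% of them and 7.11% of its calls were false. The simulated noise was independent between miRNAs and equally wide in all groups. On the real arrays deviations were shared between miRNAs and widest in D + P, so these rates need not hold there. All C and D arrays lay on slide 1 and all C + P and D + P arrays on slide 2, so slide and pargyline cannot be told apart in any direct comparison. Array row 1 held the mice without diabetes and row 2 the diabetic mice on both slides. With 3 arrays per group, the number of arrays limits the precision.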

Sample cluster analysis did not evidence a clear separation as observed with mRNAs. Nevertheless, samples from diabetic mice and controls are completely separated from samples treated with pargyline. Moreover, among samples treated with pargyline, those derived from diabetic mice are separated from controls (Figure 3). 

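In a principal component analysis of the 128 miRNAs, the first component held 72.3% of the variance and the second 8.22%. On the first component the C arrays lay between -4.44 and -2.71 and the D arrays between 3.13 and 5.22. The C + P arrays lay next to the D arrays, between 1.73 and 3.03. The D + P arrays were spread from -7.65 (mouse 19) over -1.83 (mouse 22) to 1.43 (mouse 24), a wider range than in any other group. Complete-linkage clustering on the correlation of centred values gave a pair of main branches. One held the 3 C arrays and D + P mice 19 and 22, and the other the C + P and D arrays and D + P mouse 24. On the authors' normalized values the main branches were C, D and D + P mouse 19 on one side and C + P with D + P mice 22 and 24 on the other.

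**Figure D1:**
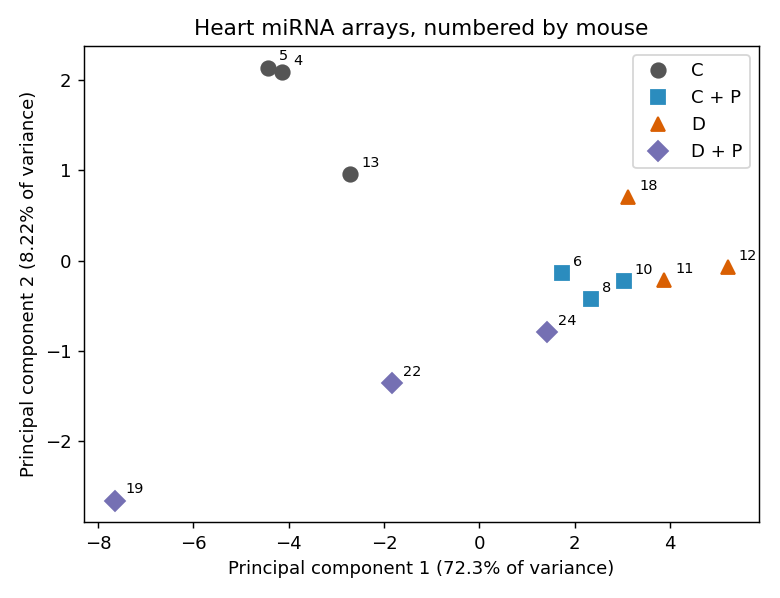
Principal component scores of the 12 heart miRNA arrays from normalized log2 signals, with the share of variance on each axis and each point numbered by mouse. C arrays lie at the left and D and C + P arrays at the right, and D + P mouse 19 lies at -7.65 on the first component.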

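The separation of pargyline-treated from vehicle arrays was measured as the mean correlation of array pairs within these groups minus that between them. It was 0.01, with a mean correlation of -0.07 within and -0.08 between the groups. Of the 462 ways to split the 12 arrays into 6 and 6, a share of 0.26 separated the arrays at least as much (exact permutation test, one-sided). With the authors' normalized values for the same miRNAs the separation was 0. D and C arrays, both on slide 1 and without pargyline, were separated by 1.53, with p = 0.1 in the exact permutation test, the smallest p that 3 arrays against 3 allow.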

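Among the pargyline-treated arrays, the mean correlation was 0.36 within and -0.44 between D + P and C + P, a separation of 0.8. The exact permutation test gave p = 0.1, the smallest value possible for 3 arrays against 3. Without filtering on detection the separation was 0.47. With 1 array left out it was 0.44 without C + P mouse 8, 0.4 without C + P mouse 10 and 1.51 without D + P mouse 24. In the limma fit 17 of 128 miRNAs passed the threshold in D + P against C + P, 7 of them higher and 10 lower in D + P. The largest non-overlapping changes were lower levels of miR-146a-5p (log2 fold change -1.77, standard error 0.24, adjusted p = 0.0011), miR-223-3p (-1.68, 0.34, 0.018) and miR-142a-3p (-1.4, 0.41, 0.045). This count depends on single arrays, being 1 without C + P mouse 8 and 73 without D + P mouse 24, and with the authors' normalized values it was 1.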

MiRNAs were grouped in different clusters. Among these, one cluster of interest is composed of miRNAs upregulated in T1D hearts whose expression was restored to control levels by MAO inhibition (cluster 1); the second interesting cluster is composed of miRNAs that were downregulated in T1D hearts and restored to control levels with pargyline treatment (cluster 2). 

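Of the 128 miRNAs, 64 passed the limma threshold in D against C, with 31 higher and 33 lower in D. In D + P against D, 69 passed, with 34 higher and 35 lower in D + P. In 46 miRNAs both changes passed the threshold in opposite directions, and 26 of these also changed in C + P against C in the direction of the D hearts. The remaining 20, which passed in both comparisons and not in C + P against C, are called restored here, and 10 of them were higher and 10 lower in D than in C. The interaction, which tests whether pargyline changed diabetic and control hearts differently, passed for 19 of these 20. It is the difference of 2 comparisons by which the 20 were chosen, so this count largely follows from the choice. Of the restored miRNAs, 6 belong to cluster 1 and 1 to cluster 2.
The count for D + P against D rests on the spread pooled over the 4 groups. When only the D and D + P arrays were fitted with limma, 0 miRNAs passed after adjustment and 52 had an unadjusted p under 0.05. The methods' t-test was run, here and below, on the values normalized here and not on those of the authors. It also called 0 miRNAs in D + P against D at the paper's adjusted threshold and 0 after Benjamini-Hochberg adjustment, with 14 at an unadjusted p under 0.05. For D against C it called 2 and 23. With the mean signal of 10 control features of the array as a covariate, a choice made after seeing the data, limma called 1 miRNA in D against C and 0 in D + P against D (39 at an unadjusted p under 0.05). Single arrays moved these counts too. In D against C, 33 miRNAs passed without C mouse 4 and 42 without C mouse 5. In D + P against D, 26 passed without D mouse 11, 14 without D mouse 12 and 29 without D + P mouse 19. The restored miRNAs numbered 6 without D + P mouse 19, 8 without D mouse 12, 12 without D mouse 11, 31 without C + P mouse 8 and 33 without C + P mouse 10.
Cluster 1 lists 37 miRNAs in Table S7, of which 17 were detected on all 12 arrays. Their median log2 change was 0.35 in D against C, with 16 of 17 higher and 7 past the threshold (7 adjusted over the list alone). In D + P against D it was -0.46, with 17 of 17 lower and 10 past the threshold (10 adjusted over the list alone). All 11 miRNAs of cluster 2 were detected on every array. Their median was -0.49 in D against C, with 10 of 11 lower and 7 past the threshold (7 adjusted over the list alone), and 0.52 in D + P against D, with 11 of 11 higher and 8 past the threshold (9 adjusted over the list alone). As sets, both clusters passed limma's camera test in D against C (adjusted p = 0.001 for cluster 1 and 0.0039 for cluster 2, over 8 set tests) and in D + P against D (limma adjusted p = 6.2e-05 and 0.001), and also passed fry. The lists were chosen on these same arrays for this pattern, so neither the counts nor the set tests of the clusters in these 2 comparisons are evidence that it exceeds chance. When only the D and D + P arrays were fitted, 0 miRNAs of either cluster passed in limma, with 9 of cluster 1 and 5 of cluster 2 at an unadjusted p under 0.05. Without normalization, the median of cluster 2 in D against C was 0.42 in place of -0.49.
Relative to the mean of the 12 arrays, the median log2 signal of cluster 1 was -0.13 ± 0.04 in C, 0.26 ± 0.14 in D and -0.19 ± 0.3 in D + P (SD of 3 arrays). For cluster 2 it was 0.22 ± 0.07, -0.21 ± 0.13 and 0.31 ± 0.33.

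**Figure D2:**
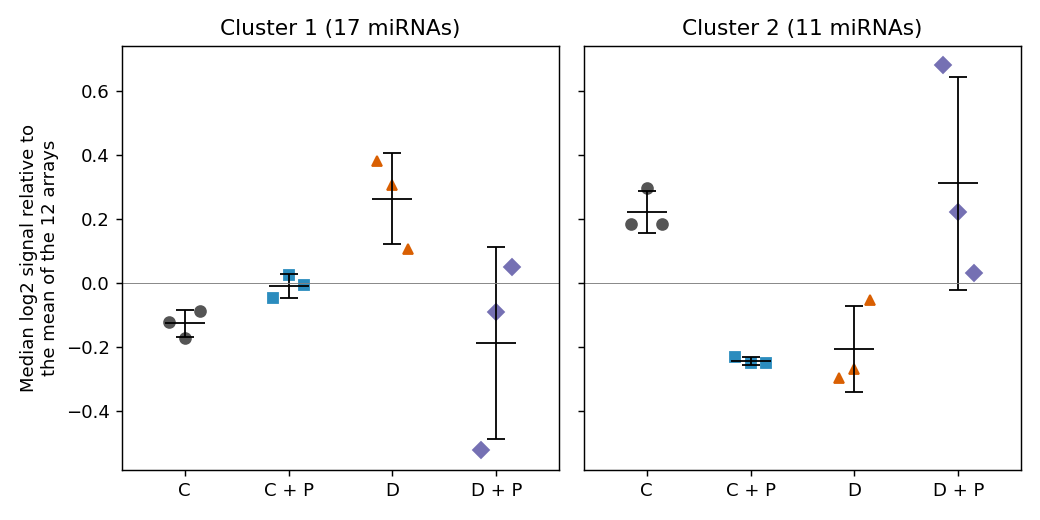
Median normalized log2 signal of the measured miRNAs of clusters 1 and 2 on each array, relative to the mean of the 12 arrays, with the mean and SD of the 3 hearts of each group. The D + P hearts span the widest range, with an SD of 0.3 in cluster 1 and 0.33 in cluster 2.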

Importantly, the expression of miRNAs within these two clusters was unaffected in control hearts treated with pargyline (Figure 3 and Supplementary Table S7). 

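In C + P against C, the 17 measured miRNAs of cluster 1 had a median log2 change of 0.13, with 10 higher and 7 lower. None passed the limma threshold and 3 had an unadjusted p under 0.05, while 5 passed when only the C + P and C arrays were fitted with limma and 4 by the methods' t-test with Benjamini-Hochberg adjustment. At the paper's adjusted threshold (Holm) the methods' t-test called 0, with 9 at an unadjusted p under 0.05. As a set they did not pass camera (limma adjusted p = 0.43 over 8 set tests) or fry. With the filter of detection on all arrays of at least 1 group, all 37 miRNAs of the list entered, the median was 0.15 and camera called the set. The 11 miRNAs of cluster 2 had a median of -0.56 in the same comparison, with 11 of 11 lower and 8 past the threshold (9 adjusted over the list alone). The methods' t-test called 8 with Benjamini-Hochberg adjustment and 0 with Holm adjustment, with 9 at an unadjusted p under 0.05. The set passed camera (limma adjusted p = 0.00021) and fry. This change had the same direction as that in D against C. Without normalization the median of cluster 2 in C + P against C was 0.62. The interaction of diabetes and pargyline, which is free of additive effects of slide and array row, had a median of -0.55 in cluster 1 (limma adjusted p = 0.0029 by camera) and 1.15 in cluster 2 (limma adjusted p = 0.00021 by camera). Both also passed fry. It is not free of array brightness, whose own interaction before normalization had a median of -1.17 over the 128 miRNAs. The lists were chosen for their levels in D and D + P, which enter the interaction, and C + P against C shares the C arrays with that choice, so these set tests are not independent of it. Without normalization the interaction of cluster 2 had a median of -0.3.
Over all 128 miRNAs, 47 passed the threshold in C + P against C, with 23 higher and 24 lower, and 3 did without C mouse 4. The 37 that also passed in D against C all changed in the same direction in both. Across miRNAs, which are not independent replicates, the changes of D and of C + P against the shared C arrays correlated with r = 0.89. Simulated unchanged groups against shared controls gave a median r of 0.6, with the central 95% of sets between -0.62 and 0.96.
The other 20 miRNAs of cluster 1 were undetected on all 3 C arrays. Of these, 18 were detected on all 3 C + P arrays and 16 on all 3 D arrays. All 20 were detected on D + P mice 22 and 24, and 0 on D + P mouse 19. In the authors' normalized values the mean of 15 of the 20 was lower in C + P than in C. The values that the authors' normalization gave to undetected miRNAs had medians of 1.47, 2.2 and 1.43 on C mice 13, 4 and 5, over 47, 70 and 66 miRNAs. C + P mice 6 and 8 held 4 and 1 undetected values and mouse 10 none.

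**Figure D3:**
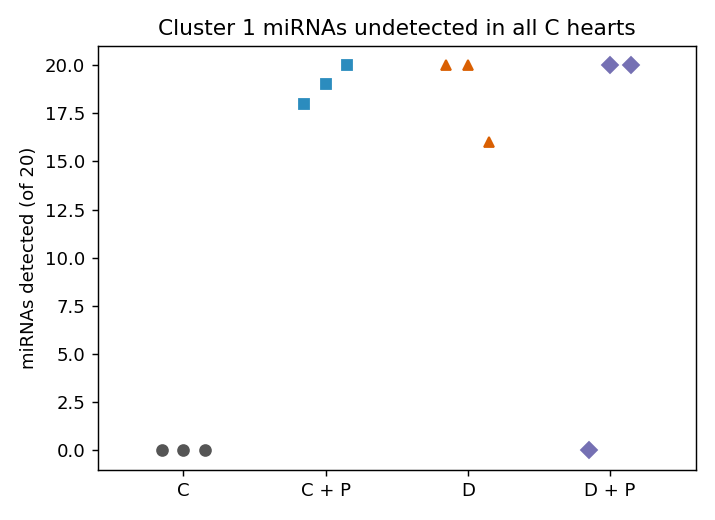
Number of the 20 cluster 1 miRNAs undetected in all C hearts that were detected on each array, 1 point per heart. The C arrays and D + P mouse 19 are at 0, and every other array is at 16 or more.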

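Among the miRNA families with members in cluster 1 (Table 3), the miR-194, miR-193 and miR-128 families had no member detected on all 12 arrays. The cluster's measured let-7 members, let-7b-5p and let-7c-5p, both fell past the limma threshold in D + P against D, and neither passed in D against C, even unadjusted. From the miR-10 family, miR-99a-5p, miR-125b-5p and miR-100-5p were all higher in D than in C, with 0 of 3 past the limma threshold and 1 at an unadjusted p under 0.05. These directions also held with quantile normalization, with scaling to a percentile of the miRNAs detected on all arrays and without normalization. The calls depended on the scaling, as in D + P against D 1 of the 2 let-7 members passed with percentile scaling, and 0 passed in limma without normalization, with 1 at an unadjusted p under 0.05. In D against C, 1 of the 3 miR-10 miRNAs passed with quantile normalization and 0 with percentile scaling. Without normalization all 3 passed, but there the median change of the 128 miRNAs was 0.77. MiR-92a-3p of the miR-25 family passed in both comparisons, higher in D and lower in D + P, and in D + P against D it did not pass with percentile scaling or without normalization. MiR-19b-3p of the miR-19 family passed in D against C only, and not with percentile scaling. In cluster 2, the 3 miRNAs of the miR-30 family (miR-30e-5p, miR-30d-5p and miR-30a-5p) were lower in D than in C, 1 of them past the threshold, and all 3 rose past it in D + P against D, but only 1 with quantile normalization and 1 with percentile scaling. The 3 of the miR-378 family (miR-378a-3p, miR-378b and miR-378d) were lower in D, all past the threshold, and 2 rose past it in D + P against D. With percentile scaling 0 of the miR-378 and 0 of the miR-30 miRNAs passed in D against C by limma (2 and 0 at an unadjusted p under 0.05). Without normalization all miRNAs of both families were higher in D than in C, and 0 passed in D + P against D by limma, with 0 at an unadjusted p under 0.05. In C + P against C, 2 of the miR-30 and 3 of the miR-378 miRNAs fell past the threshold, 1 and 1 with percentile scaling, and without normalization all were higher in C + P.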

In order to better characterize these clusters, we performed enrichment analysis evidencing that in cluster 1 nine miRNA families and five miRNA clusters were enriched, while in cluster 2 two miRNA families were enriched (Table 3). Anti-correlation analysis identified possible mRNA targets for miRNAs belonging to cluster 1. Interestingly, considering miRNA targets in cluster 1, the five most enriched biological processes and pathways were involved in insulin and EGFR signaling pathways, as well as cytoskeleton organization. In addition, genes regulated by miRNAs within cluster 2 are involved in the regulation of insulin signaling and autophagy (Table 4 and Supplementary Table S8 for an expanded list of genes enriched in each category). These results suggest that inhibition of MAO activity in diabetic hearts might post-transcriptionally regulate the activation of signaling pathways involved in autophagy activation and cell survival.

### 3.5. Validation of miRNA Microarray Data by qRT-PCR

In the same way as for mRNAs, miRNA expression was also confirmed using qRT-PCR. 

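On the arrays, miR-133a-3p, miR-185-5p, miR-152-3p, miR-27a-3p and let-7f-5p were detected in all 12 hearts. Normalized log2 signals are given as mean ± SD of 3 arrays. MiR-133a-3p was 11.06 ± 0.07 in C and 11.07 ± 0.02 in D, a log2 fold change of 0.01 (standard error 0.15, limma adjusted p = 0.96). With quantile normalization the change was -0.44 and without normalization 0.98, both past the threshold. MiR-185-5p was 5 ± 0.08 in C and 5.14 ± 0.18 in D, a change of 0.14 (standard error 0.14, limma adjusted p = 0.4). MiR-152-3p changed by 0.25 (standard error 0.18, limma adjusted p = 0.24), from 4.23 ± 0.09 to 4.48 ± 0.17. None of these 3 differences exceeded the spread between arrays by limma. With scaling to a percentile of the miRNAs detected on all arrays, the changes of miR-185-5p and miR-152-3p were -0.02 and -0.01.
MiR-27a-3p rose from 6.47 ± 0.42 in C to 7.46 ± 0.06 in D, by 0.99 (standard error 0.18, limma adjusted p = 0.0031). Let-7f-5p rose from 7.96 ± 0.1 to 8.95 ± 0.37, also by 0.99 (standard error 0.29, limma adjusted p = 0.017). In both, every D array was above every C array, and chance alone gives non-overlap in 10% of comparisons of 3 against 3. By the methods' t-test or without a filter neither passed, and let-7f-5p did not pass without C mouse 4 (0.96), D mouse 11 (0.9) or D mouse 12 (0.91). MiR-193a-3p and miR-193b-3p were undetected on all 3 C arrays and detected on all 3 D arrays, with scanner signals of 4.35 to 5 and 4.47 to 10.5. With an undetected array set to its lowest detected signal, miR-193a-3p was 1.7-fold and miR-193b-3p 2.71-fold higher in D than in C after cyclic loess. That signal, 1.73 to 2.24 on the C arrays, is that of another miRNA and need not cap an undetected one. The lowest scanner signals at which miR-193a-3p and miR-193b-3p were detected were 3.79 and 4.09. These folds are therefore not strict lower bounds, and they hold only for that normalization. The folds were 1.58 and 2.23 with quantile normalization and 1.33 and 2.06 with percentile scaling. With percentile scaling the change of miR-193a-3p (0.41 on the log2 scale) did not pass the limma threshold. Neither miRNA passed without a filter (limma adjusted p = 0.21 and 0.19) or with the authors' normalized values (0.4 and 0.6). The same held with Holm adjustment and by the methods' t-test.

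**Figure D4:**
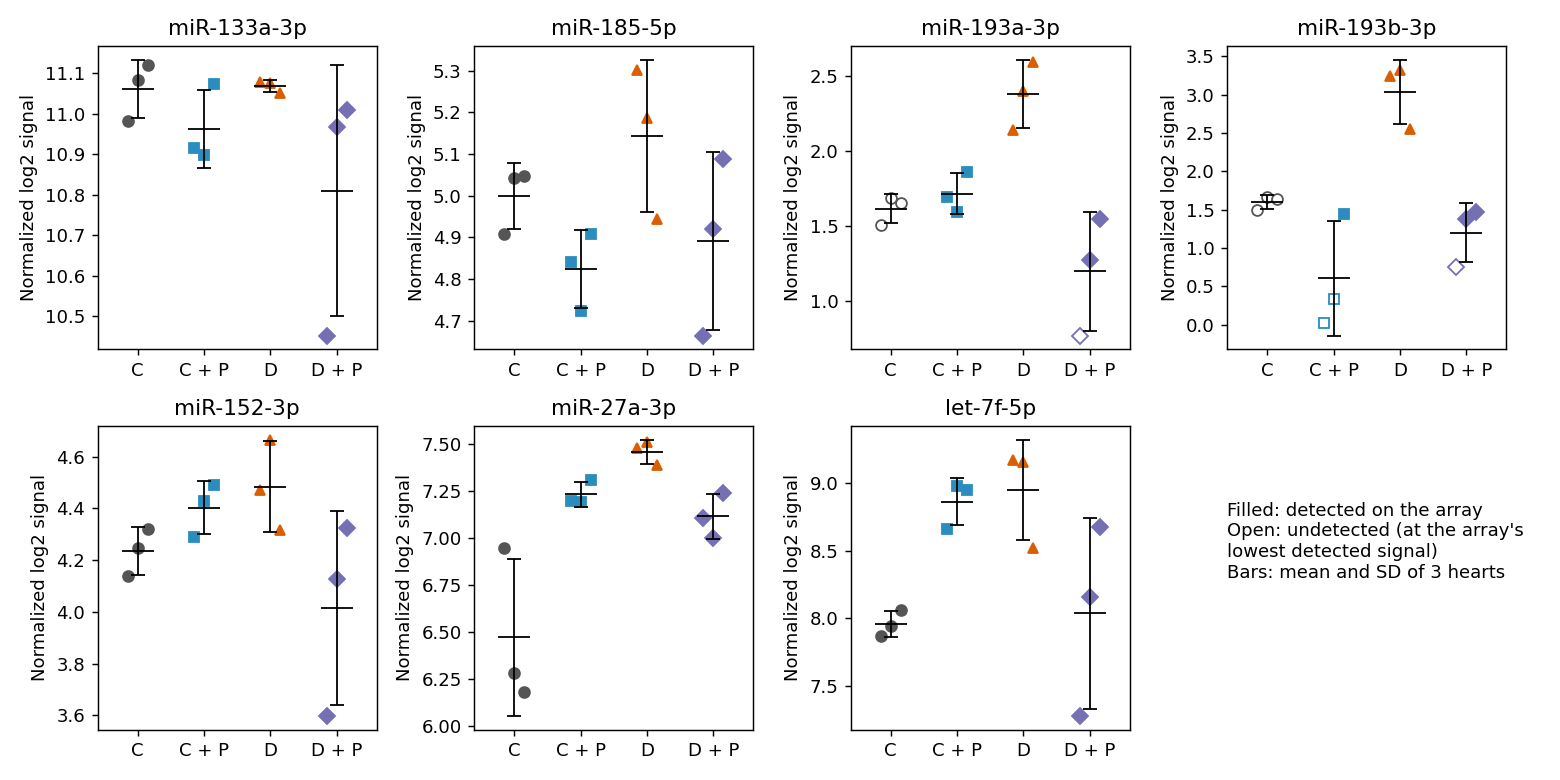
Normalized log2 signal of the 7 miRNAs of Fig. 4 on each array, with the mean and SD of the 3 hearts of each group. Open symbols are undetected values, which stand at the lowest detected signal of that array, and the axes do not start at 0.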

We chose to confirm the expression of four miRNAs falling within the cluster 1 (miR-133a-3p, -185-5p, -193a-3p, -193b-3p) and three outside of this cluster (miR-152-3p, -27a-3p, let-7f-5p) (Figure 4). In all cases, gene expression correlation between qRT-PCR and microarray was good, between 0.75 and 0.99, with miR-152-3p that showed the lowest correlation (0.5). Gene expression of all miRNAs was significantly altered comparing diabetic and control hearts (Figure 4). Interestingly, treatment of diabetic mice with pargyline prevented or reduced alterations in miRNA levels with the exception of miR-152-3p and let-7f-5p, which remained differentially expressed compared to controls (C) (Figure 4). 

In order to confirm that the observed effects on miRNAs expression were indeed due to MAO activity and not caused by pargyline off-target effects, we silenced MAO-A expression in NRVMs [15] and assessed expression levels of selected miRNAs after exposure of cells to high glucose. We confirmed that miR-133a-3p, miR-193a-3p and miR-27a-3p were significantly upregulated when scramble RNA-treated cardiomyocytes were exposed to high glucose, but this did not occur in NRVMs treated with siRNA against MAO-A (the main MAO isoform expressed in NRVMs) (Figure 5). This result confirms that the abovementioned miRNA expression is directly regulated by MAO-A in diabetic or high glucose conditions.

### 3.6. Function of miRNAs Affected by MAO Inhibition in T1D Hearts 

Next, we evaluated the function of miRNAs whose expression was modulated by MAO inhibition in diabetic hearts, but not in control hearts treated with pargyline (miR-133a-3p, -185-5p, -193a-3p, -193b-3p, -27a-3p). 

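In C + P against C, the change was -0.1 for miR-133a-3p (standard error 0.15, limma adjusted p = 0.57) and -0.18 for miR-185-5p (standard error 0.14, limma adjusted p = 0.32). Without normalization these became 1.17 and 0.85, past the threshold. MiR-27a-3p rose in C + P by 0.76 (standard error 0.18, limma adjusted p = 0.017). This did not pass without C mouse 4 (0.66), C mouse 5 (0.6), C + P mouse 8 (0.78) or C + P mouse 10 (0.72), nor without a filter (0.74), with Holm adjustment or by the methods' t-test. MiR-193a-3p was detected on 3 of 3 C + P arrays and 0 of 3 C arrays, but the size of a rise is not settled. With undetected C arrays at their lowest detected signal, the fold was 1.07 after cyclic loess, 1.44 with percentile scaling and 3.1 without normalization. Of these only the last passed the limma threshold. Quantile normalization gave a log2 value of -0.01, and the authors' normalized values gave -1.96. MiR-193b-3p was detected on 1 of 3 C + P arrays, and its fold against C was not above 1 after cyclic loess.
The interaction, which asks whether pargyline acted differently in diabetic and control hearts, passed the limma threshold for miR-27a-3p (-1.11, standard error 0.25, adjusted p = 0.0035). It did not pass for miR-133a-3p (-0.16, standard error 0.21, adjusted p = 0.52) or for miR-185-5p (-0.08, standard error 0.2, adjusted p = 0.74). For miR-193a-3p and miR-193b-3p the interaction includes the undetected C arrays and is not given as a value.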

We considered their predicted targets having an expression correlation lower than -0.5 and an false discovery rate lower than 5%. No predicted targets satisfying these filters were identified for miR-193b-3p. Interestingly, predicted targets were enriched in genes involved in the organization of the cytoskeleton, formation of focal adhesions, regulation of angiogenesis and insulin-related signaling pathway (Supplementary Table S9). Regulatory networks resulting from the targets of miR-133a-3p, -185-5p, -193a-3p, -27a-3p and their interacting proteins are displayed in Figure 6A. 

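Across the 128 miRNAs, the log2 ratios D/C and D/D + P correlated with r = 0.9. Both ratios share the D arrays, so a correlation arises without any effect. In 1000 simulated sets of unchanged groups the median r was 0.59, with the central 95% of sets between -0.59 and 0.96, and 13% of the sets reached 0.9 or more. MiRNAs are not independent replicates. With each array left out in turn, r stayed between 0.85 and 0.91. Among the network's miRNAs, miR-27a-3p changed by 0.99 in D against C and by -0.34 in D + P against D. The same changes were 0.01 and -0.26 for miR-133a-3p and 0.14 and -0.25 for miR-185-5p.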

All miRNAs had a negative expression correlation with their targets, and ratio expressions D/D + P and D/C were comparable. This confirms that pargyline treatment restored miRNA expression to control levels. 

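In D + P against C, 2 of the 128 miRNAs passed the limma threshold, both higher in D + P, and 23 had an unadjusted p under 0.05. They were miR-22-5p (log2 fold change 0.95, standard error 0.17, adjusted p = 0.014) and miR-145a-5p (0.8, standard error 0.18, adjusted p = 0.043). In the authors' normalized values the change of miR-22-5p was -0.07. Without D + P mouse 19, 32 miRNAs passed, and with only the D + P and C arrays fitted 0 passed by limma, with 8 at an unadjusted p under 0.05. The methods' t-test called 0, with 7 unadjusted. The median change was -0.06 over the 17 measured miRNAs of cluster 1 and 0.12 over the 11 of cluster 2, with 0 past the limma threshold in either and 4 and 0 at an unadjusted p under 0.05. From comparable ratios D/D + P and D/C, the paper concludes that pargyline returned miRNA expression to the level of controls. Among the miRNAs of Fig. 4 measured on all arrays, miR-27a-3p had the largest remaining difference from C, at 0.65 (standard error 0.18, limma adjusted p = 0.11, or 0.018 adjusted over these alone), with every D + P array above every C array, as chance alone gives in 10% of comparisons of 3 against 3 in either direction. It passed over all miRNAs without C mouse 13 (0.88), without D + P mouse 19 (0.64) and without normalization (1.27).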

We focused our attention on genes involved in the regulation of insulin and insulin-like growth factor 1 receptor signaling pathways to validate the interaction of miRNA–mRNA targets (Supplementary Table S9). We used luciferase assay to experimentally demonstrate the interaction between miR-133a-3p and insulin-like growth factor 1 receptor (*Igf1r*); miR-27a-3p and inositol polyphosphate-4-phosphatase type I A (*Inpp4a*), ETS transcription factor ELK1 (*Elk1*) and ribosomal protein S6 kinase A2 (*Rps6ka2*); and miR-193a-3p and mitogen-activated protein kinase 10 (*Mapk10*) and growth factor receptor bound protein 10 (*Grb10*) (Figure 6B). In order to confirm that miR-27a-3p can regulate the expression of *Inpp4a*, *Elk1* and *Rps6ka2,* and miR-193a-3p, the expression of *Mapk10* and *Grb10*, their expression was evaluated after miR-27a-3p or miR-193a-3p overexpression in cardiomyocytes. We showed that all genes were down-regulated following miR-27a-3p or miR-193a-3p overexpression (Figure 6C and Supplementary Figure S2). These results unequivocally demonstrate that MAO activity in diabetic hearts modulates levels of miR-133a-3p, -185-5p, -193a-3p, -193b-3p and -27a-3p. In addition, we showed that miR-133a-3p interacts with and controls *Igf1r* mRNA levels, while miR-27a-3p regulates levels of *Inpp4a*, *Elk1* and *Rps6ka2* mRNA, and for miR-193a-3p, that of *Mapk10* and *Grb10*. This suggests that MAO activation in diabetes might impact the activation of signaling pathways downstream of *Igf1r* via miRNA modulation.

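On the arrays, the change in D + P against D was -0.26 for miR-133a-3p (standard error 0.15, limma adjusted p = 0.15), -0.25 for miR-185-5p (standard error 0.14, adjusted p = 0.14) and -0.34 for miR-27a-3p (standard error 0.18, adjusted p = 0.12). For miR-133a-3p and miR-27a-3p, every D + P array was below every D array, and for miR-185-5p the arrays overlapped. Chance alone gives non-overlap in either direction in 10% of comparisons of 3 against 3. MiR-185-5p passed without D + P mouse 24 (-0.36) and miR-27a-3p without C mouse 13 (-0.33). With quantile normalization miR-133a-3p changed by 0.05, and with scaling to a percentile of the miRNAs detected on all arrays miR-185-5p changed by 0.01. With the filter of detection on all arrays of at least 1 group, it was -1.18 for miR-193a-3p (standard error 0.2, limma adjusted p = 0.0049) and -1.84 for miR-193b-3p (standard error 0.35, limma adjusted p = 0.0067). Both were undetected on D + P mouse 19, which stands at its lowest detected signal in these values. On D + P mice 22 and 24 the scanner signals of miR-193a-3p were 3.79 and 4.56, against 4.35 to 5 in D. Those of miR-193b-3p were 4.09 and 4.31, against 4.47 to 10.5 in D. The size of the fall of miR-193a-3p thus depends on how these faint signals were normalized. Neither miRNA passed without normalization (-0.61 and -1.24), without a filter (-1.31 and -1.87) or by the methods' t-test. MiR-193a-3p did not pass with percentile scaling (-0.35) or with only the D and D + P arrays fitted, and miR-193b-3p did not pass with the authors' normalized values (-1.31) or with Holm adjustment. Both passed with each array left out in turn. MiR-152-3p and let-7f-5p changed by -0.47 (standard error 0.18, limma adjusted p = 0.045) and -0.91 (standard error 0.29, limma adjusted p = 0.027). These 2 calls depend on the setting and on single arrays. Neither miRNA passed with quantile normalization (-0.51 and -0.95), without normalization (-0.32 and -1.23), with the authors' normalized values (-0.72 and -0.96), with only the D and D + P arrays fitted, by the methods' t-test, or without D mouse 11 (-0.48 and -0.82), D mouse 12 (-0.4 and -0.83) or D + P mouse 19 (-0.25 and -0.51). MiR-152-3p also did not pass with percentile scaling (-0.06) or with the filter of detection on all arrays of at least 1 group (-0.39), and with 1 array left out it passed only without D mouse 18 (-0.57) or D + P mouse 24 (-0.63).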

### 3.7. MAO Inhibition Restored AKT Activation in Diabetic Hearts

The IGF1R signaling pathway is a complex network that plays a major role in cell proliferation, growth and survival. Activation of IGF1R triggers two parallel pro-survival signaling pathways via insulin receptor substrates (IRSs) and Shc [42]. IRS-1/2 phosphorylation leads to the activation of phosphatidylinositol 3-kinase/pyruvate dehydrogenase kinase 1/thymoma viral proto-oncogene 1 (PI3K/PDK1/AKT), while phosphorylation of Shc activates rat sarcoma virus (RAS), rapidly accelerated fibrosarcoma (RAF) and extracellular signal-regulated kinases/mitogen-activated protein kinases (ERK/MAPK) signaling. Therefore, in addition to *Igf1r*, we observed alterations in levels of *Grb10* and *Inpp4a*, two checkpoint molecules critical for keeping AKT activity balanced; we hypothesized that diabetes and MAO inhibition could impact the IGF1R/PI3K/AKT signaling axis downstream of the IGF1R to affect the activation of pro-survival signaling pathways. To test this, we evaluated AKT activation in cardiac tissue samples from T1D mice. We found that AKT phosphorylation on Thr^308^ and Ser^473^ was significantly reduced in T1D hearts (Figure 7), confirming the reduced activation of this signaling cascade downstream of the IGF1R. Administration of MAO inhibitor pargyline to diabetic mice prevented this reduction in AKT activation, suggesting that MAO is able to control activation of cardiomyocyte pro-survival pathways via modulation of miRNAs that eventually converge on AKT. 

## 4. Discussion

This study shows that MAO activity in diabetic hearts leads to profound transcriptomic changes, affecting proteolytic and pro-survival pathways activation in T1D mice in vivo. We also showed that MAOs might act as a signal leading to autophagy activation in diabetic conditions. Importantly, MAO activation in T1D hearts also targets the expression of different miRNAs, such as miR-133a-3p, -185-5p, -193a-3p, -193b-3p, -27a-3p. Among these, we confirmed *Igf1r* mRNA as the target of miR-133a-3p, *Mapk10* and *Grb10* as targets of miR-193a-3p, and identified *Inpp4a*, *Elk1* and *Rps6ka2* mRNAs as targets for miR-27a-3p. Of note, we showed that the MAO-dependent regulation of these miRNAs in diabetes impacts the activation of the IGF1R/PI3K/AKT axis (Figure 8). This provides an important link between MAO activity, transcriptomic changes, and activation of autophagy and pro-survival pathways in diabetic cardiomyopathy. 

Strong evidence provided by our previous studies highlights that mitochondrial ROS formation and, in particular, MAO-A and -B activity contributes to cardiac damage [1,9,43]. Indeed, diastolic and/or systolic dysfunction occurring in T1D mice and pressure overload is completely prevented upon MAOs inhibition [11,12,15]. We demonstrated that MAOs activation leads to an upregulation of ROS in the mitochondrial matrix [44], directly targeting the mitochondrial respiratory chain or the permeability transition pore to induce mitochondrial dysfunction [11,15]. Other studies identified MAO-A as the major isoform involved in endothelial and LV dysfunction in diabetic rat hearts using MAO-A inhibitor clorgyline [16,45]. The study by Umbarkar et al. found that diabetic hearts display a trend towards an increase in uncoupling protein 3 (UCP3) expression [16]. In our study, we did not observe any changes in *Ucp3* expression levels between control and diabetic hearts (Supplementary Table S3). In addition, rat myocardium expresses only MAO-A [46] and would thus not allow for the investigation of the effects of the other isoform (i.e., MAO-B) on the diabetic heart. Importantly, the human myocardium expresses both MAO-A and -B, and, in our studies, we addressed the contribution of both MAO isoforms to diabetes-induced alterations. Moreover, to further investigate the mechanisms underlying MAO-induced alterations in diabetic hearts, here we evaluated whether MAO activity could impact mRNA and miRNA expression profiles induced by diabetes, as well as the biological and functional significance of such changes in gene expression. Through gene expression profiling, we evaluated changes induced by diabetes in relation to MAO activity in T1D hearts and focused our attention on differentially expressed genes between control and diabetic hearts, whose expression level was normalized by MAO inhibition. Importantly, we confirmed that MAO inhibition did not affect the expression levels of other major enzymatic ROS sources or antioxidant enzymes (Supplementary Figure S3A,B). There was a slight increase in superoxide dismutase 2 (*Sod2*) and thioredoxin reductase 2 (*Txnrd2*) levels in diabetic hearts that were restored to control levels upon pargyline treatment (Supplementary Figure S3C), suggesting that MAO inhibition led to normalization of *Sod2* and *Txnrd2* levels by reducing mitochondrial ROS formation. 

Our transcriptomic data showed that processes related to protein degradation and mTOR signaling were highly affected by MAO-generated ROS in diabetic cardiomyoapthy. Indeed, ROS may act as the principal intracellular signal transducers contributing to the induction of autophagy via direct oxidation of molecules within the autophagy machinery, such as Atg4 [47], but it still remains unclear which exact ROS sources are involved. Thus, we hypothesized that MAO activity might be involved in the modulation of autophagy in diabetic hearts. We observed an increase in LC3B-II levels in T1D mice, as well as an increase in the autophagy flux in the in vitro hyperglycemia model. Changes in LC3B-II levels observed in the in vivo study are slightly different compared to the in vitro study. One possible explanation is that primary cardiomyocytes in culture behave differently compared to intact hearts in vivo. An additional explanation is that the autophagy flux occurs at a different rate in mature adult hearts vs. the more immature neonatal cardiomyocytes. Regardless of that, MAO inhibition completely prevented such changes, indicating that autophagy is affected in diabetic hearts in an MAO-dependent manner. Previous studies showed that MAO-A overexpression in cardiomyocytes and aberrant ROS formation lead to lysosomal dysfunction, autophagy impairment and heart failure [48], likely due to the non-physiological MAO-A overexpression. On the other hand, another study characterized MAO-A-generated ROS as a mediator of quality control signaling, suggesting that an increase in MAO-A protein levels leads to an upregulation of autophagy necessary for the removal of damaged macromolecules/organelles [49]. This is consistent with our observations that further extend this concept, pointing to the fact that excessive autophagy activation and/or impaired autophagosome removal leads to cardiomyocyte death and are deleterious for the diabetic heart [50]. Interestingly, Xu et al. demonstrated that T1D-induced cardiac damage was rescued upon autophagy inhibition in either beclin 1- or autophagy related 16 (Atg16)-deficient mice [51]. This reduction in the canonical autophagy pathway was associated with the activation of the non-canonical alternative autophagy, thereby maintaining normal levels of mitophagy and limiting diabetic cardiac injury [51,52,53]. Further studies are necessary to elucidate whether activation of non-canonical Ras-related protein Rab9-dependent autophagy takes place in T1D hearts upon MAO inhibition to sustain cardiac function.

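Ranked by the size of the log2 change in D + P against D among the 128 miRNAs detected on all arrays, let-7f-5p was at rank 16, miR-152-3p at 68, miR-27a-3p at 88, miR-133a-3p at 97 and miR-185-5p at 98. Among the 209 miRNAs detected on all arrays of at least 1 group, miR-193b-3p was at rank 5 and miR-193a-3p at 37, with undetected values set to the lowest detected signal of their array. Among the 48 miRNAs of Table S7, miR-193a-3p was at rank 9 here, at 12 with quantile normalization, at 28 with percentile scaling, at 21 without normalization and at 15 with the authors' normalized values. MiR-193b-3p was at rank 1, miR-185-5p at 42 and miR-133a-3p at 43 here, so these last 2 were among the 10 least changed, but with the authors' normalized values they were at 31 and 38, and miR-133a-3p was at 27 with percentile scaling and 20 without normalization. In the paper's own values of Table S7, miR-193a-3p is at rank 10 of the 48 listed miRNAs, miR-193b-3p at 21, miR-185-5p at 31 and miR-133a-3p at 39.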

Among miRNAs whose expression was restored to control levels by MAOs inhibitor, we selected miR-193a-3p, which resulted among the top ten miRNAs showing the most profound changes in the diabetic hearts following MAOs inhibition, and miR-133a-3p, -185-5p and -27a-3p resulted in the top ten showing more modest changes. By using different algorithms and biologically relevant data for miRNA target prediction, we identified *Igf1r* and several components of the signaling pathway downstream of IGF1R as putative targets for miR-133a-3p, miR-193a-3p and miR-27a-3p. These interactions were confirmed experimentally, demonstrating that miR-133a-3p directly targets *Igf1r* mRNA, whereas miR-193a-3p and miR-27a-3p target *Grb10* and *Inpp4a* mRNAs, respectively, two proteins involved in the regulation of PI3K/AKT pathway.

MiR-133a-3p is one of the most abundant miRNAs in myocyte cells, and its regulation of IGF1R expression was described previously [27,54]. ROS can control both miR-133a-3p and IGF1R expression, but the exact mechanisms, as well as ROS sources, involved in this regulation remained elusive [55,56,57]. Our results delineated a link between MAOs, ROS, miR-133a-3p and *Igf1r*, suggesting that MAO activity in diabetes leads to an upregulation of miR-133a-3p that, in turn, results in the degradation of *Igf1r* mRNA. Insulin-like growth factor-1 (IGF-1) is the ligand binding to the IGF1R that promotes the survival of cardiomyocytes and physiological hypertrophy [58,59,60,61,62]. However, the beneficial role of IGF1R was questioned by more recent studies, showing that reduced IGF1R signaling attenuated adverse cardiac remodeling in aged mice, and treatment with IGF1R monoclonal antibodies improved cardiac function in female mice [63,64]. These apparently contradictory findings can be reconciled by examining the role of IGF1R in young vs. old mice. IGF1R activation increases cardiac contractility and function in young mice, but it can be detrimental in old mice leading to an impairment in the autophagy flux and oxidative phosphorylation in the heart [65]. Regardless of age, numerous studies showed that promoting IGF1R-dependent anti-apoptotic signaling is cardioprotective in pathological conditions, such as doxorubicin-induced cardiotoxicity or myocardial infarction [66,67,68]. The present results contribute to and further extend that knowledge, indicating that *Igf1r* mRNA levels are reduced in T1D, and that restoration of IGF1R-dependent anti-apoptotic signaling via AKT obtained after administration of MAO inhibitors protects from diastolic dysfunction in diabetic hearts. 

Numerous studies demonstrated that ROS and oxidative stress interfere with the activation of the PI3K/AKT pathway [69]. It is well accepted that phosphatases, such as tyrosine phosphatases and phosphatase and tensin homolog (PTEN), can become inactivated through oxidation and thus eventually result in higher activation of the pathway [69]. However, chronic oxidative stress, in particular the alteration of the redox status observed in diabetes, results in extensive oxidative changes and nitrosylation of the components of the PI3K/AKT pathway leading to its inactivation [70]. Here we showed that there is an additional layer of regulation. We found that MAO activity, likely due to MAO-dependent ROS formation, can modulate AKT activation through post-transcriptional regulation of the IGF1R, as well as critical checkpoint molecules that keep the PI3K/AKT pathway in a homeostatic balance.

MiR-27a-3p is a redox-sensitive miRNA and is induced by oxidative stress [71]. In addition, both miR-133a-3p and -27a-3p are upregulated in failing diabetic hearts and are involved in the regulation of pro-hypertrophic signaling, autophagy and oxidative stress regulation [72,73]. Here, we confirmed these findings and identified *Inpp4a* as the direct target of miR-27a-3p. INPP4A is a lipid phosphatase that specifically dephosphorylates phosphatidylinositol (3,4)-bisphosphate and acts as a negative regulator of the PI3K/AKT pathway [74]. In the central nervous system, INPP4A is a suppressor of glutamate excitotoxicity and neuronal cell death [75]. On the other hand, INPP4A overexpression in fibroblasts impairs fibroblast proliferation and growth [74]. Although the role of INPP4A in the heart has not been investigated to date, the present results suggest that INPP4A downregulation in the diabetic myocardium likely contributes to cardiomyocyte apoptosis. Nevertheless, it cannot be excluded that this downregulation may occur as compensation in response to the reduced activation of the IGF1R-dependent signaling cascade. 

In the present study, we found that *Grb10*, an additional negative regulator of the PI3K/AKT pathway, was also downregulated in diabetic hearts. In this regard, we identified miR-193a-3p as the miRNA that directly binds to the 3′-UTR of *Grb10* mRNA leading to its degradation. miR-193a-3p is controlled by ROS and is upregulated in myocardial infarction, thereby promoting cardiomyocyte apoptosis [76,77]. Activated IGF1R can epigenetically silence miR-193a-3p through activation of the PI3K/AKT/DNA methyltransferase (cytosine-5) 1 (DNMT) signaling pathway [78]. Whether downregulation of IGF1R-mediated signaling in diabetic hearts leads to an increase in miR-193a-3p levels remains to be fully elucidated. 

In summary, our results indicate that diabetes leads to profound transcriptomic changes in mouse hearts and that MAO inhibition prevents such changes. We identified autophagy as one of the biological processes affected in an MAO-dependent manner. Finally, we described, for the first time, a subset of miRNAs whose expression is directly regulated by MAOs. These miRNAs, namely miR-133a-3p, miR-27a-3p and miR-193a-3p, are involved in the regulation of signaling pathways that eventually converge on the regulation of AKT activity to promote pro-survival signaling. Of note, MAO activity is increased in failing human LVs and in atrial appendages from patients with atrial fibrillation [79,80]. In addition, a recent study found that MAO-A and MAO-B expression and activity were higher in the atrial myocardium of patients with type 2 diabetes [81]. Therefore, targeting MAOs may prove to be beneficial in patients with diabetes and cardiac disease. Future studies should aim at assessing whether MAO-dependent modulation of mRNA and miRNA expression profiles also occurs in failing human hearts. 

## Figures and Tables

**Figure 1:**
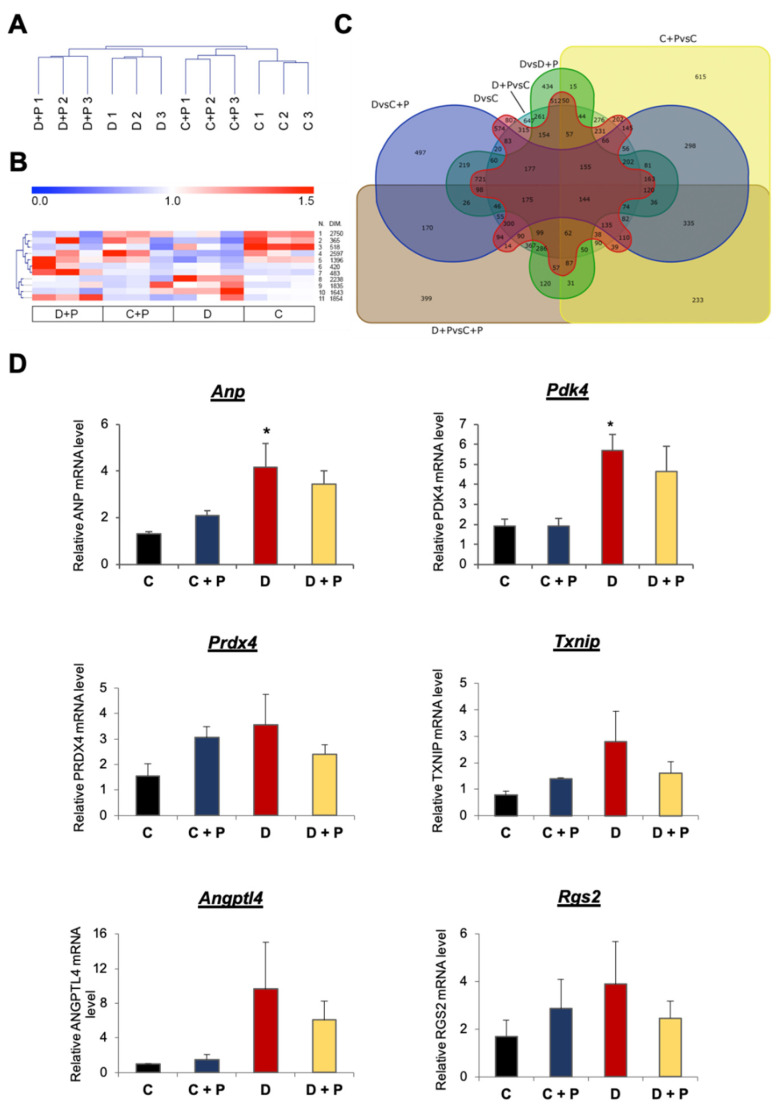
mRNA gene expression. (**A**) Dendrogram describing relationship of samples obtained according to mRNA gene expression. (**B**) Clusters of differentially expressed genes. Gene expression was calculated in relation to the average expression of the gene in all samples. (**C**) Venn diagram describing the number of differentially expressed mRNA for each comparison. (**D**) Validation of the mRNA microarray through qRT-PCR. mRNA levels were normalized to the housekeeping gene *Tbp.* * *p* ≤ 0.05 vs. C. C: control; C + P: control + pargyline; D: diabetes; D + P: diabetes + pargyline; *Anp*: atrial natriuretic peptide; *Pdk4*: pyruvate dehydrogenase kinase 4; *Prdx4*: peroxiredoxin 4; *Txnip*: thioredoxin interacting protein; *Angptl4*: angiopoietin-like 4; *Rgs2*: regulator of G-protein signaling 2.

**Figure 2:**
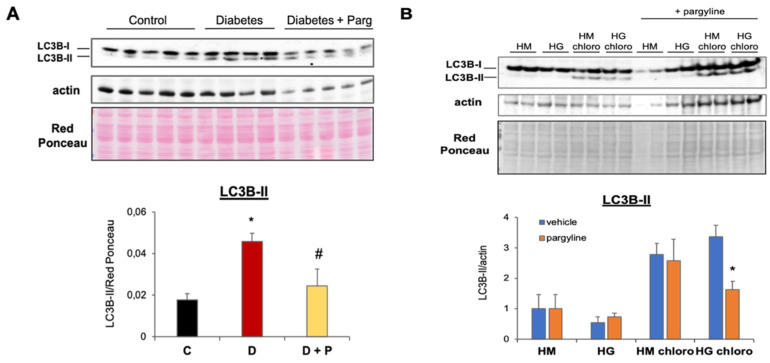
Effects of MAO inhibition on autophagy flux in T1D hearts and NRVMs cultured with high glucose. (**A**) Representative Western blot (upper panel) and densitometry analyses (lower panel) of the autophagy marker LC3B-II in control (C), diabetic (D) and diabetic mice treated with the MAO inhibitor pargyline (D + P). Values were normalized to actin or Red Ponceau staining. * *p* ≤ 0.05 vs. C; ^#^ *p* ≤ 0.05 vs. D, by Dunn’s non-parametric test. (**B**) Representative Western blots (upper panel) and densitometry analyses (lower panel) of LC3B-II in NRVMs cultured with the osmotic control mannitol (HM) or high glucose (HG) at baseline or after treatment with the inhibitor of lysosomal degradation chloroquine (chloro). Parallel experiments were performed in the presence of MAO inhibitor pargyline. Values were normalized to actin. LC3B-II abundance in HM groups was arbitrarily considered as a unit. * *p* ≤ 0.05 vs. HG chloro, with two-tailed equal variance *t*-test.

**Figure 3:**
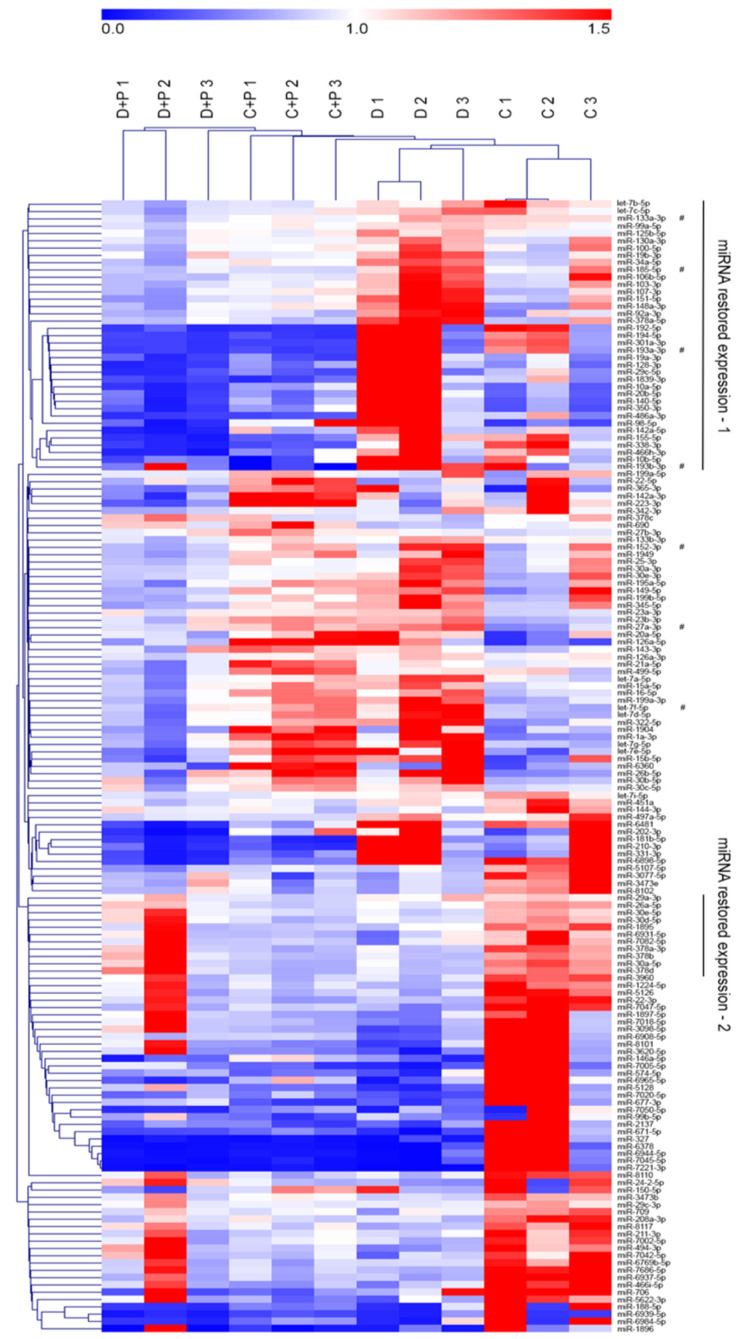
MiRNA gene expression. Heatmap of differentially expressed miRNAs. Both samples and miRNAs were clustered according to average dot products and complete linkage. Cluster 1 represents miRNAs upregulated in heart samples of diabetic mice that returned to control levels after pargyline treatment. Cluster 2 represents miRNAs downregulated in heart samples of diabetic mice that were normalized after pargyline treatment. C: control; C + P: control + pargyline; D: diabetes; D + P: diabetes + pargyline.

**Figure 4:**
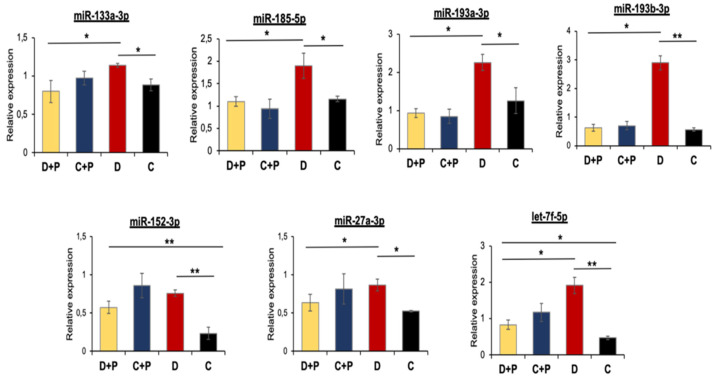
Transcriptomic miRNA expression validation. MiRNA expression was calculated through qRT-PCR relative to U6. Error bars indicate standard deviation calculated on at least three samples and three technical replicates per sample. Significance was calculated using a *t*-test between samples considering unequal variance between samples. * *p* ≤ 0.05; ** *p* ≤ 0.002. C: control; C + P: control + pargyline; D: diabetes; D + P: diabetes + pargyline.

**Figure 5:**
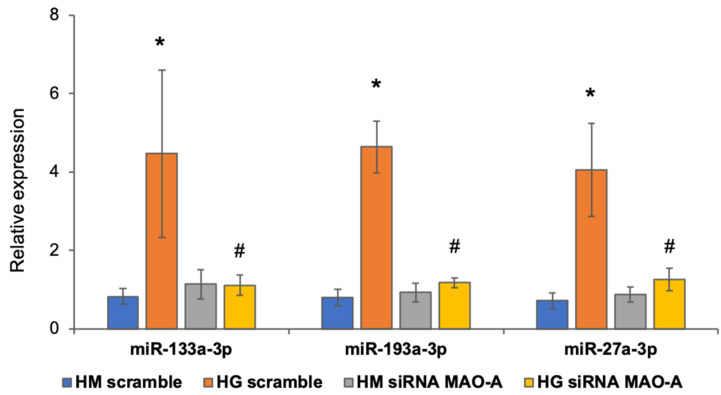
MiRNAs expression after MAO-A downregulation. MiRNAs expression was calculated through qRT-PCR relative to U6. Error bars indicate standard deviation calculated on at least three samples and three technical replicates per sample. Significance was calculated using *t*-test between samples considering unequal variance between samples. * *p* ≤ 0.05 vs. HM scramble; ^#^ *p* ≤ 0.05 vs. HG scramble.

**Figure 6:**
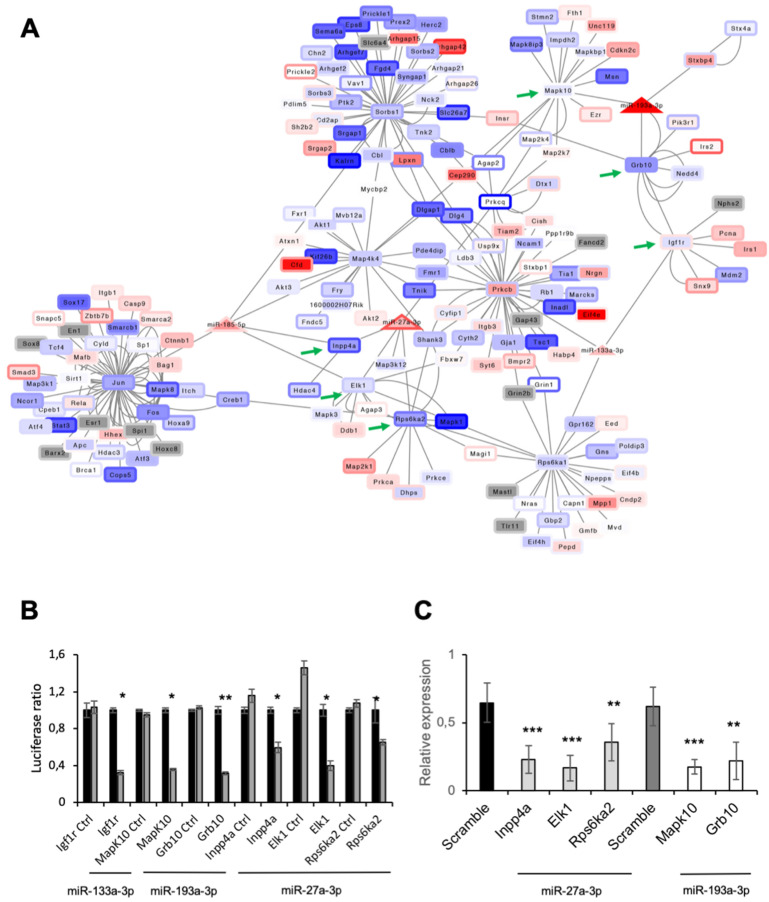
Interaction of miRNAs with their targets. (**A**) Network representing the interaction between miRNA (triangles) and targets (rectangles). Interactions among rectangles represent interactions retrieved from the BioGrid database. Colors inside nodes represent gene expression calculated as D/D + P, while border colors represent gene expression calculated as D/C. Green arrows indicate target miRNAs for which we validated miRNA–gene interactions. (**B**) Luciferase assay was performed to demonstrate the direct interaction between miR-133a-3p and *Igf1r*; miR-27a-3p and *Inpp4a*, *Elk1* and *Rps6ka2*; miR-193a-3p and *Mapk10* and *Grb10*. Part of *Igf1r*, *Inpp4a*, *Elk1*, *Rps6ka2*, *Mapk10* and *Grb10* sequences containing putative miRNA interaction sites (or not containing; Igf1r-, Inpp4a-, Elk1-, Rps6ka2-, Mapk10-, Grb10-Ctrl) were cloned into pmirGLO vector. Firefly luciferase (reporter gene) and Renilla luciferase (control reporter for normalization) activities were measured after transfection of cardiomyocytes together with miRNA mimics or a scramble sequence (Ctrl). (**C**) Gene expression of miR-27a-3p and -193a-3p targets after specific miRNA or scramble overexpression in cardiomyocytes. For both panels, data are expressed as the mean of at least four independent transfections. Significance was calculated using *t*-test between samples considering unequal variance between samples. * *p* ≤ 0.05; ** *p* ≤ 0.002; *** *p* ≤ 0.0002.

**Figure 7:**
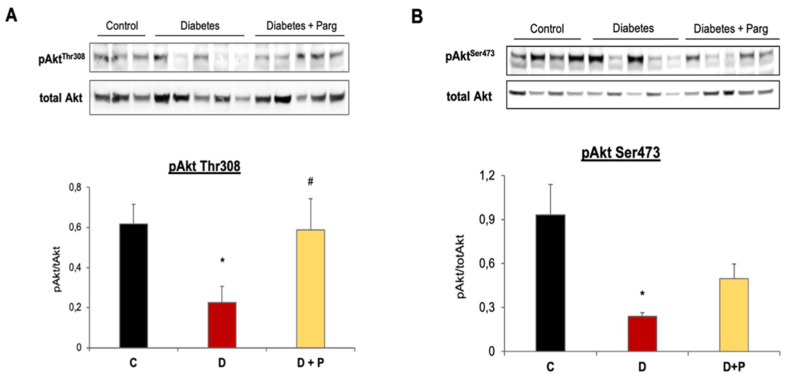
Effect of MAO inhibition on AKT activation in diabetic hearts. (**A**) Representative Western blot (upper panel) and densitometry analyses (lower panel) of the AKT phosphorylated on Thr^308^ and total AKT are shown in control (C), diabetic (D) and diabetic mice treated with the MAO inhibitor pargyline (D + P). Values were normalized to total AKT levels. * *p* ≤ 0.05 vs. C, ^#^ *p* ≤ 0.05 vs. D, with one-tailed equal variance *t*-test. (**B**) Representative Western blot (upper panel) and densitometry analyses (lower panel) of the AKT phosphorylated on Ser^473^ and total AKT are shown in control (C), diabetic (D) and diabetic mice treated with the MAO inhibitor pargyline (D + P). Values were normalized to total AKT levels. * *p* ≤ 0.05 vs. C, with one-tailed equal variance *t*-test.

**Figure 8:**
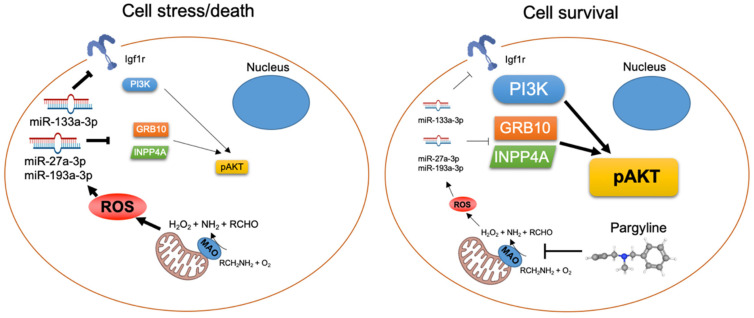
Graphical abstract of the main findings of this study indicating MAO-dependent post-transcriptional regulation of *Igf1r*, *Grb10* and *Inpp4a* via miR-133a-3p, -27a-3p and -193a-3p, which in turn regulate pro-survival signaling through AKT activation in diabetic hearts.

**Table 1:** Summary of enrichment scores for gene clusters identified by SOTA algorithm. Data described in the table were retrieved using the DAVID database. GO indicates the Gene Ontology number, while KW stands for keywords used in the UniProt database.

Cluster Number	Description	*p*-Value
8	GO:0005783 Endoplasmic reticulum	0.000027
	KW-0496 Mitochondrion	0.017
	GO:0097352 Autophagosome maturation	0.005
10	KW-0832 Ubl conjugation	0.00049
	KW-0496 Mitochondrion	0.000017
	GO:0005783 Endoplasmic reticulum	0.00087
	GO:0004842 Ubiquitin-protein transferase activity	0.02
5	KW-0832 Ubl conjugation	1.9 × 10^−8^
	GO:0005794 Golgi apparatus	0.0000012
	KW-0805 Transcription regulation	4.07 × 10^−6^
	GO:0003281 Ventricular septum development; GO:0060976 Coronary vasculature development	0.03

**Table 2:** GSEA results. KEGG and Wiki pathways were used to identify altered processes.

Cluster Number	Pathway	*p*-Value
	KEGG Ubiquitin-mediated proteolysis	1.74 × 10^−8^
	KEGG Fluid shear stress and atherosclerosis	4.13 × 10^−6^
	WP Oxidative Stress and Redox Pathway	8.47 × 10^−6^
	KEGG Peroxisome	0.000029
	WP Glycolysis and Gluconeogenesis	0.00010
	WP Calcium Regulation in the Cardiac Cell	0.00010
10	KEGG Protein processing in endoplasmic reticulum	2.57 × 10^-15^
	KEGG Phagosome	3.14 × 10^−11^
	KEGG Ubiquitin-mediated proteolysis	3.60 × 10^−7^
	KEGG Tight junction	4.90 × 10^−7^
	WP Calcium Regulation in the Cardiac Cell	6.80 × 10^−7^
	KEGG mTOR signaling pathway	8.04 × 10^−7^
	WP MicroRNAs in Cardiomyocyte Hypertrophy	1.10 × 10^−6^
	WP Regulation of Actin Cytoskeleton	2.92 × 10^−6^
	KEGG Peroxisome	4.77 × 10^−6^
5	KEGG Cellular senescence	2.69 × 10^−10^
	WP EGFR1 Signaling Pathway	6.92 × 10^−10^
	WP Insulin Signaling	1.14 × 10^−6^

**Table 3:** MiRNA enrichment analysis. MiRNA expression cluster indicates the correspondence of the cluster indicated in Figure 3; FDR is for false discovery rate. The column “miRNAs” shows a list of miRNAs that fall within the term and whose expression is recovered with pargyline treatment.

miRNA Expression Cluster	Term	FDR	miRNAs
1	Cluster		
	miR-17	1.54 × 10^−3^	miR-19a, miR-19b-1, miR-92a-1
	miR-106a	1.54 × 10^−3^	miR-20b, miR-19b-2, miR-92a-2
	miR-99a	3.71 × 10^−3^	miR-99a, let-7c
	miR-100	9.10 × 10^−3^	miR-100, miR-125b-1
	miR-6749	0.0163	miR-194-2, miR-192
	Family		
	miR-10	5.71 × 10^−8^	miR-100, miR-10a, miR-10b, miR-125b-1, miR-125b-2, miR-99a
	miR-19	1.18 × 10^−4^	miR-19a, miR-19b-1, miR-19b-2
	miR-194	3.71 × 10^−3^	miR-194-1, miR-194-2
	miR-193	3.71 × 10^−3^	miR-193a, miR-193b
	miR-128	3.71 × 10^−3^	miR-128-1, miR-128-2
	miR-133	9.10 × 10^−3^	miR-133a-1, miR-133a-2
	let-7	0.0109	let-7b, let-7c, miR-98
	miR-130	0.0163	miR-130a, miR-301a
	miR-25	0.0163	miR-92a-1, miR-92a-2
2	Family		
	miR-30	1.66 × 10^−4^	miR-30a, miR-30d, miR-30e
	miR-378	1.25 × 10^−7^	miR-378a, miR-378b, miR-378d

**Table 4:** MiRNA target enrichment analysis. Wiki pathways (WP) and biological processes (BP) enriched among the miRNA targets.

miRNA Expression Cluster	Pathway	*p*-Value	Overlap Genes
1	WP Insulin Signaling	3.95 × 10^−19^	JUN, SNAP25, MAP2K2, IGF1R, INPP4A, SNAP23, PIK3CA, PIK3CD, CBLB, MAP3K8, SORBS1, FLOT2, MAPK4, MAP3K7, GRB10, MAP4K4, CRK, PIK3R3, RPS6KA2, RPS6KA1, MINK1, GSK3B, RAF1, MAPK12, SLC2A4
	WP EGFR1 Signaling	7.72 × 10^−17^	JUN, WNK1, MAP2K2, PIK3CA, PIK3CD, CBLB, ASAP1, WASL, STAT3, STAT1, VAV3, GJA1, CTNND1, CAV1, CREB1, HTT, GRB10, EPS15, CRK, PIK3R3, RALBP1, RPS6KA2, RPS6KA1, RAF1
	WP Regulation of Actin Cytoskeleton	3.45 × 10^−15^	MAP2K2, MSN, SSH2, SSH1, ARHGEF7, PIK3CA, LIMK1, PIK3CD, ITGA1, ARHGEF6, MAPK4, APC, MYLK, PAK2, IQGAP1, CRK, WASF2, PIK3R3, ARPC5, PTK2, RAF1
	BP actin cytoskeleton organization	3.52 × 10^−16^	ABLIM3, ACTR2, ARFIP2, ARHGEF18, ATXN3, CDC42BPA, CORO1C, CORO2B, CRK, CSRP1, FLNB, PIK3CA, SDAD1, SSH1, SSH2, TAOK2, WASF2, WASL, ACTN4, LIMK1, SPTAN1, DMD, UTRN, SPTBN1
	BP endocytosis	4.66 × 10^−15^	AAK1, ANK2, ANKFY1, AP2A2, CAV1, CLCN5, DNM1L, DNM2, DNM3, FCHSD2, FKBP15, FNBP1L, MICALL1, MYO6, PSTPIP1, RABEP2, RALBP1, SGIP1, SYNRG, WASF2, NCKIPSD, ITSN1, EPS15
2	WP Insulin Signaling	0.005	PRKAA2, CBLB, PRKCA, RPS6KB1
	BP negative regulation of insulin receptor signaling pathway	0.016	PRKCA, PTPN2, RPS6KB1
	BP positive regulation of autophagy	0.04	MTDH, PRKAA2, DEPDC5

## Data Availability

Microarray data were submitted to the GEO database (SuperSeries GSE210612 is composed of miRNA data (GSE210036) and mRNA data (GSE210611)).

## Supplementary Materials

The following supporting information ca be downloaded at https://www.mdpi.com/article/10.3390/cells11172697/s1. Supplementary Figure S1. Evaluation of the expression stability of housekeeping genes for qRT-PCR analyses. Supplementary Figure S2. MiR-27a-3p and -193a-3p levels following their overexpression. Supplementary Figure S3. (A) Gene expression of enzymes involved in ROS production, i.e., NADPH oxidase 1 (*Nox1*), NADPH oxidase 4 (*Nox4*) and myeloperoxidase (*Mpo*). (B) Gene expression of antioxidant enzymes catalase (*Cat*), glutathione peroxidase 3 (*Gpx3*), glutathione peroxidase 7 (*Gpx7*), peroxiredoxin 1 (*Prdx1*) and peroxiredoxin 6 (*Prdx6*). (C) Relative expression of superoxide dismutase 2 (*Sod2*), thioredoxin reductase 2 (*Txnrd2*) and peroxiredoxin 4 (*Prdx4*). * *p* < 0.05 vs. C, ^#^ *p* < 0.05 vs. D. Supplementary Table S1. List of primers used for the qRT-PCRs. Supplementary Table S2. List of primers used to clone binding sites of mRNAs targeted by miRNAs and respective controls. Supplementary Table S3. Description of genes within each cluster described in Figure 1B. Supplementary Table S4. Gene set enrichment analysis for clusters 5, 8 and 10 described in Figure 1B. Supplementary Table S5. Differentially expressed genes. Supplementary Table S6. Enrichment analysis of 615 genes found to be specifically altered comparing controls treated with pargyline (C + P) and vehicle (C). Supplementary Table S7. 

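Table S7 gives, for each of 48 miRNAs and 12 hearts, an expression value relative to the mean of that miRNA over all hearts. For 48 of 48 miRNAs these values equal the authors' deposited normalized value divided by its mean over the 12 arrays, within a tolerance of 1e-04. The sheet of cluster 2 also has test columns. Its group means match D + P and C + P for 8 of the 11 miRNAs and D and C for the other 3, within 0.001 on the log2 scale. The raw and adjusted p-values listed by the paper are 0 for all 11, while the listed absolute t values run from 1.76 to 4.53 with 2 to 3 degrees of freedom. Values of that size correspond to p-values of 0.045 to 0.18, 1 of them under 0.05.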

Expression of miRNAs belonging to clusters 1 and 2 represented in Figure 3. Supplementary Table S8. Function of genes targeted by miRNAs belonging to clusters 1 and 2. Supplementary Table S9. Functional analyses for predicted targets of miR-133a-3p, -185-5p, -193a-3p, -193b-3p, -27a-3p.

# Supplementary material for: Monoamine Oxidase-Dependent Pro-Survival Signaling in Diabetic Hearts Is Mediated by miRNAs
**Source:** Cells. 2022 Aug 30;11(17):2697. doi: 10.3390/cells11172697
**Supplement:** Supplementary file 1

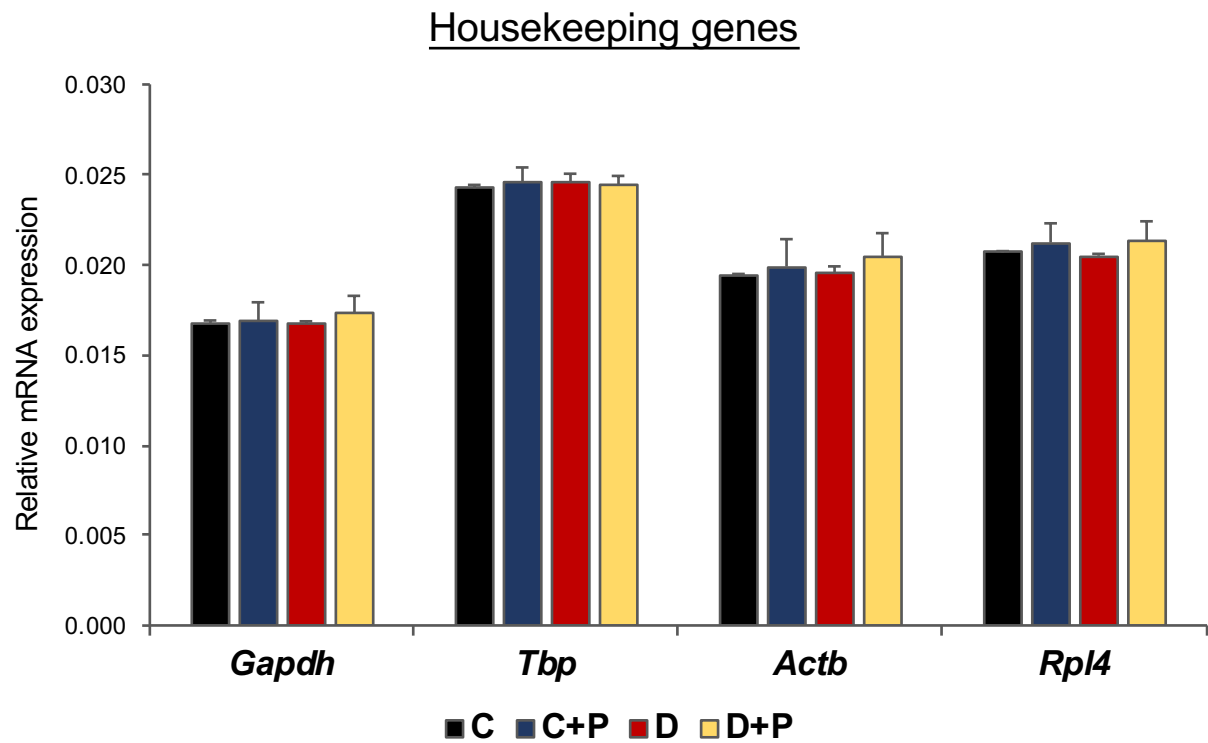

**Supplementary Figure S1.** Evaluation of the expression stability of housekeeping genes for qRT-PCR analyses.

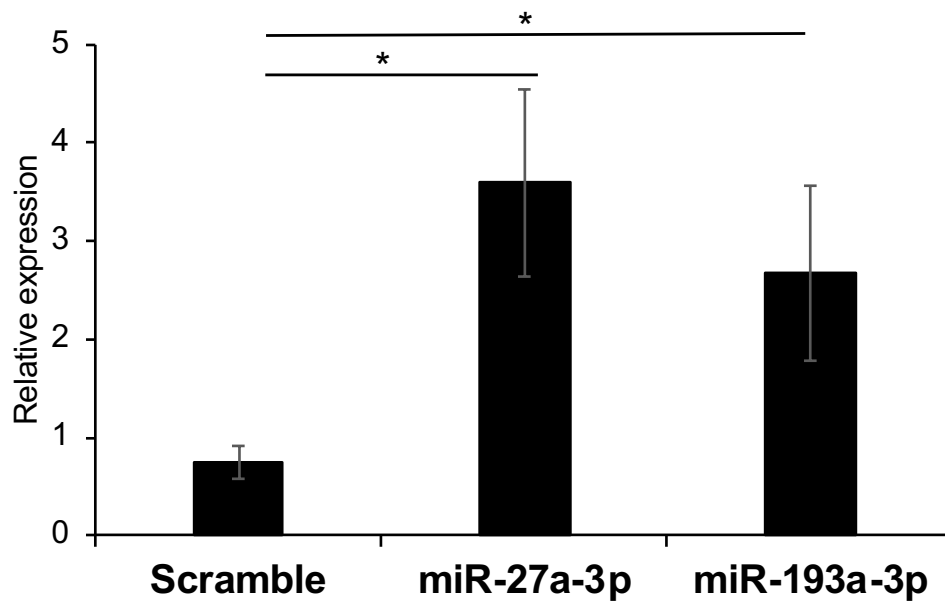

**Supplementary Figure S2.** MiR-27a-3p and -193a-3p levels following their overexpression. \*p<0.05 vs Scramble.

**A**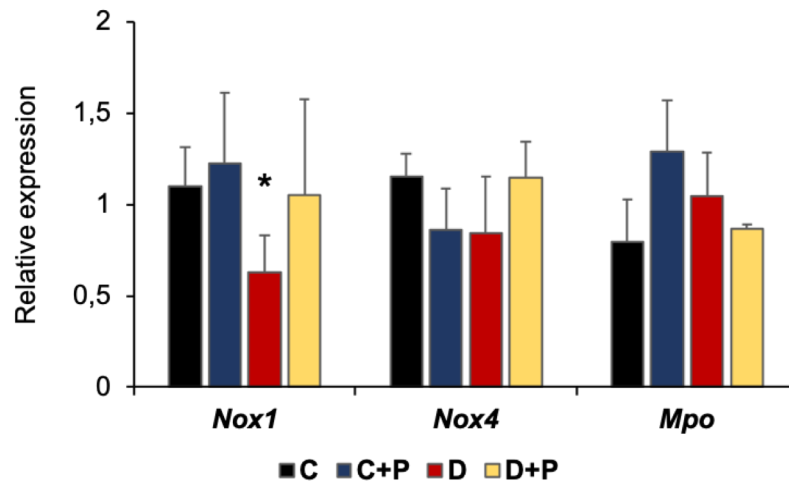**B**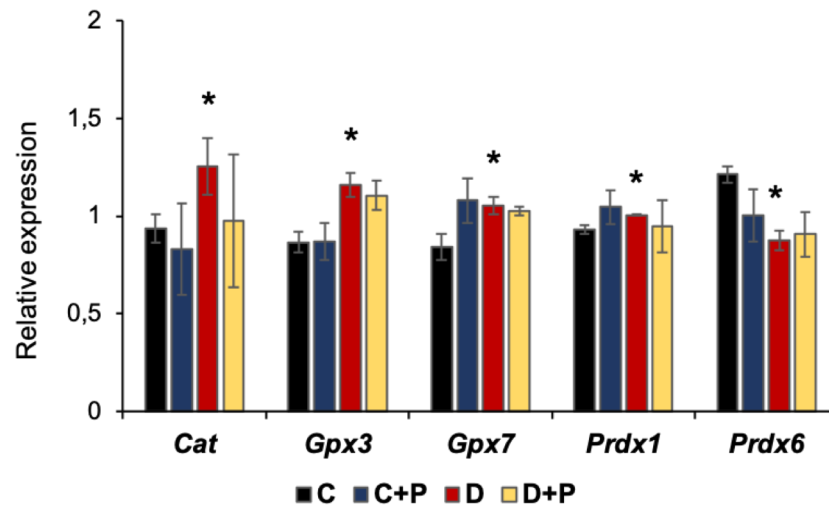**C**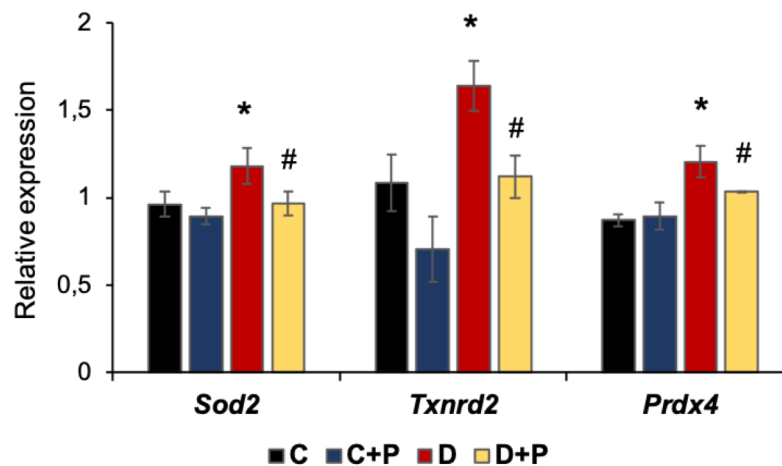

**Supplementary Figure S3. (A).** Gene expression of enzymes involved in ROS production, i.e. NADPH oxidase 1 (*Nox1*), NADPH oxidase 4 (*Nox4*), and myeloperoxidase (*Mpo*). **(B).** Gene expression of antioxidant enzymes catalase (*Cat*), glutathione peroxidase 3 (*Gpx3*), glutathione peroxidase 7 (*Gpx7*), peroxiredoxin 1 (*Prdx1*) and peroxiredoxin 6 (*Prdx6*). **(C).** Relative expression of superoxide dismutase 2 (*Sod2*), thioredoxin reductase 2 (*Txnrd2*) and peroxiredoxin 4 (*Prdx4*). \* $p \leq 0.05$  vs C, # $p \leq 0.05$  vs D.

How the deposited data were processed for this re-analysis (not part of the article)

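MiRNAs were measured on 12 arrays, 1 for each heart of 3 C, 3 C + P, 3 D and 3 D + P mice, and each array was mapped to its group through the sample records and the paper. For each array the authors deposited the scanner software's intensity of 1881 miRNAs, an error and a detection flag, in which an undetected miRNA is written as 0.1 and no normalization between arrays was applied. The authors also deposited a table of normalized intensity values for 209 miRNAs and 10 control features, made by filtering on detection and cyclic loess.

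From the scanner intensities, 128 miRNAs detected on all 12 arrays were kept, as the methods state that no undetected value was allowed. They were log2 transformed and normalized by cyclic loess (limma 3.58.1 in R 4.3.3, span 0.7, 3 iterations). Group means were fitted with lmFit and eBayes over all 12 arrays, and the comparisons were D against C, C + P against C, D + P against D, D + P against C, D + P against C + P, the interaction of diabetes with pargyline, and each factor over both levels of the other. Adjusted p-values are Benjamini-Hochberg values over the miRNAs tested, with a threshold of 0.05. A miRNA is called restored where D against C and D + P against D pass the threshold in opposite directions and C + P against C does not pass. The clusters of Table S7 were tested as sets with camera (preset correlation of 0.01) and fry, 8 set tests in all, on members that the authors had chosen on these same arrays.

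MiRNAs outside the 128 were taken from a fit over the 209 miRNAs detected on all arrays of at least 1 group, with an undetected value set to the lowest detected signal of its array. Where a whole group was undetected, a fold sets the mean normalized log2 signal of the other group against the normalized lowest detected signals of that group. This fold holds only under the normalization used. It is not a strict lower bound, since an undetected miRNA need not lie below that signal. No fold is given where it is under 1. The miRNAs named in the text are the 7 of Fig. 4 and, for each comparison, up to 3 with the largest change among those past the threshold whose arrays do not overlap. Names are those of the array files.

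The alternatives set before the data were examined were quantile normalization, scaling to the 75th percentile of miRNAs detected on all arrays or of all miRNAs, no normalization, each slide normalized alone, other filters on detection, 16 added before the log2, the authors' normalized values, an intensity trend, the replicate number as a block, only the 2 groups compared, Holm adjustment, the methods' t-test, and each array left out in turn. Chosen after seeing the data were all 209 miRNAs of the authors' values and a covariate of control feature signal. The covariate was first the mean of the control features dmr_285 and dmr_31a, picked by their names once the spread of the arrays had been seen. The mean of all 10 control features detected on every array was chosen after the counts with that pair had been seen, so that no feature was selected, and both are reported. For cyclic loess on the authors' features, 30 settings were tried after the authors' values had been seen. Some tests of the closing section were revised after a first result. The test of undetected values first counted miRNAs lower in C + P, which their choice as undetected in C nearly fixed, and now uses miRNAs detected on every array. The tests of array row and slide first redrew miRNAs, which understated the spread, and now redraw arrays.

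The same scripts' fit was tested on simulated data for D against C with 40 of 128 miRNAs changed by 1 on the log2 scale. Over 20 runs it recovered 89.6% of them with a mean estimate of 0.959, and 7.11% of its calls were false, above the nominal threshold. An unchanged comparison gave 0.05 calls per run on average. The simulated noise was independent between miRNAs and equally wide in all groups, which the real arrays were not, so these rates need not hold for them. The number of arrays limits the precision, and intensities on the array do not give a number of molecules. No pair of arrays held identical signals. The mRNA arrays, qRT-PCR, cell culture and blot data of the paper were not analysed here.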

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

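The tests of signal strength, array row, slide and single arrays below were chosen only after the result was seen, while the splits of the samples were planned.

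The difference between D and C hearts was not the difference between D + P and C + P hearts. The interaction of diabetes and pargyline passed the limma threshold for 90 of 128 miRNAs, 45 in each direction. Among 100 drawn splits of the arrays that kept the slides apart, 1 gave a count as large, the real one. These splits exchanged only diabetic and non-diabetic arrays within a slide. They argue at that level against a chance assignment of the diabetes labels, and not against a technical difference between the groups. With 1 array left out the count stayed between 81 and 96. Without the filter on detection it was 2, with Holm adjustment 16, and 2 covariates of control feature signal gave 0 by limma, with 12 (mean of 10 features) and 3 (dmr_285 and dmr_31a) at an unadjusted p under 0.05. Before normalization the median interaction over the 128 miRNAs was -1.17, so array brightness itself showed an interaction. Signal strength is therefore not excluded as a source of this count.

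An additive effect of the array row would give D + P minus C + P the same direction as D minus C. Across miRNAs the correlation of these differences was -0.73, and between -0.79 and -0.48 with each array left out. An additive effect of the slide would give D + P minus D the direction of C + P minus C, and that correlation was -0.76, between -0.78 and -0.7 with each array left out. In 1000 sets simulated with the row or the slide as the whole cause, 0% reached correlations as low as these, so neither alone accounts for the pattern. Correlations of this size are not rare between unchanged groups, where the central 95% of simulated sets ran from -0.84 to 0.85 and from -0.87 to 0.89. They therefore argue against row and slide only, and give no evidence for an effect of their own.

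Of the 10 control features detected on every array, 7 were brighter on all D arrays than on all C arrays, and the paper does not report on them. Chance alone gives non-overlap in either direction to 10% of features, and the features are not independent of each other. The mean log2 signal of the 10 was 0.67 higher in D than in C, 0.74 higher in C + P than in C, and fell by 0.37 from D to D + P. The remaining 3 features, dmr_3, dmr_6 and miRNABrightCorner30, did not exceed C by 0.1 in D and were singled out after their values were seen.

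Signal strength of the array is a candidate explanation for part of the separation of D from C on the first principal component. Within groups, the score on that component followed the mean control feature signal with r = 0.84 (exact permutation within groups, p = 0.016, rho = 0.71, p = 0.031), over 11 relations computed. Without the 2 arrays farthest from the median r was 0.69. For the 10 features alone, none passed after Benjamini-Hochberg adjustment, the lowest adjusted exact p being 0.054 (hur_6). With the mean of the control features as a covariate 1 miRNA was called in D against C, but the covariate does not overlap between C and D, so that fit does not separate signal strength from diabetes. A change in heart miRNAs with diabetes, which the design names, stays open, and so does an effect of the amount of labelled RNA. No pattern here is called biological on these tests.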

How the results depend on the processing

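The fits with all miRNAs of the authors' values and with control features as covariates were chosen only after the result was seen, and all other alternatives were planned. Counts are of miRNAs past the adjusted limma threshold, and numbers marked unadjusted are those at an unadjusted p under 0.05. The cause was not tested for any change given here, apart from settings with fewer arrays or a stricter adjustment.

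Normalizing each slide alone left all 10 results it applies to within 1.5 times their count or on their side of the test. The correlation of the ratios D/C and D/D + P and the separation of pargyline from vehicle arrays kept their side of the test in every setting run. Among single miRNAs named, 585 of 790 values under alternatives kept direction and side of the threshold, 155 no longer passed, 14 newly passed, 30 moved and 6 reversed.

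With quantile normalization the count in D + P against D was 34, in D + P against C 4, in D + P against C + P 7, with diabetes over both treatments 0 (18 unadjusted) and restored 12. MiR-133a-3p in D against C reversed to -0.44. Scaling to the 75th percentile of miRNAs detected on all arrays gave 31 in C + P against C, 1 in D + P against C and 3 in D + P against C + P, and the median of cluster 2 in D against C, -0.42, no longer passed.

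Scaling to the 75th percentile of all miRNAs equals no normalization, since that percentile is the value of undetected miRNAs on every array. Without normalization the count in C + P against C was 96 (96 higher), in D + P against D 8 (8 higher), in D + P against C 18 (18 higher), in D + P against C + P 2, with pargyline over both mouse groups 47, with diabetes over both treatments 0 (9 unadjusted) and restored 3. The median of cluster 2 reversed to 0.42 in D against C, 0.62 in C + P against C and -0.3 in the interaction, and in D + P against D it was 0.32 and no longer passed. In C + P against C, miR-133a-3p reversed to 1.17 and miR-185-5p to 0.85. The directions given for cluster 2 are therefore relative to the average miRNA of the array.

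With the filter of detection on all arrays of at least 1 group the count was 98 in D against C, 10 in D + P against C, 17 with pargyline over both, 4 with diabetes over both and 45 restored. The median of cluster 1 in C + P against C was 0.15 and now passed camera, and the separation of D from C was 1.32. Without a filter it was 5 in D against C, 4 in C + P against C, 0 in D + P against D (128 unadjusted), 0 in D + P against C (35), 0 in D + P against C + P (69), 2 for the interaction, 2 with pargyline over both, 0 with diabetes over both (36) and 0 restored. Most miRNAs tested there were undetected. The median of cluster 1 in C + P against C was 0.14 and passed camera, the separation of D + P from C + P was 0.47 and that of D from C 1.26.

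With 16 added before log2 the count was 0 in D + P against C (24 unadjusted) and 33 in D + P against C + P. The authors' normalized values gave 29 in C + P against C, 3 in D + P against D, 0 in D + P against C (26 unadjusted), 1 in D + P against C + P, 0 with pargyline over both (22), 0 with diabetes over both (20) and 1 restored, and a separation of D from C of 0.87. MiR-22-5p in D + P against C reversed to -0.07.

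With only the 2 groups compared in the fit the count was 85 in C + P against C, 0 in D + P against D (52 unadjusted), 0 in D + P against C (8) and 1 in D + P against C + P. An intensity trend gave 1 in D + P against C. The replicate number as a block gave 8 in D + P against C + P and 0 with pargyline over both (20 unadjusted). Same-numbered arrays of different groups do not pair, as 4 of 18 pairs correlated above 0.1 (-0.37 to 0.49).

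Holm adjustment gave 13 in D against C, 3 in C + P against C, 5 in D + P against D, 1 in D + P against C, 2 in D + P against C + P, 16 for the interaction, 0 with pargyline over both (21 unadjusted) and 1 restored. The methods' t-test was run on the values normalized here and not on those of the authors. With Holm adjustment it gave 2 in D against C, 2 in C + P against C, 0 in D + P against D (14 unadjusted), 0 in D + P against C (7), 0 in D + P against C + P (14) and 0 restored. With Benjamini-Hochberg adjustment it gave 23 in D against C, 53 in C + P against C, 0 in the other 3 comparisons and 0 restored.

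All miRNAs of the authors' values gave 30 in D against C, 6 in C + P against C, 33 in D + P against D, 12 in D + P against C, 0 in D + P against C + P (41 unadjusted), 18 with pargyline over both, 1 with diabetes over both and 2 restored, and a median of cluster 1 in C + P against C of -0.11. The mean of the control features as a covariate gave 1 in D against C, 2 in C + P against C, 0 in D + P against D (39 unadjusted), 13 in D + P against C, 1 in D + P against C + P, 0 for the interaction (12), 20 with pargyline over both, 4 with diabetes over both and 0 restored. The covariate of dmr_285 and dmr_31a gave 0 in D against C (7 unadjusted), 3 in C + P against C, 0 in D + P against D (5), 6 in D + P against C, 1 in D + P against C + P, 0 for the interaction (3), 6 with diabetes over both and 0 restored.

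With 1 array left out the count ran from 33 to 88 in D against C, 3 to 79 in C + P against C, 14 to 89 in D + P against D, 0 to 32 in D + P against C (13 and 16 unadjusted where it was 0), 1 to 73 in D + P against C + P, 0 to 12 with pargyline over both (14 to 19 unadjusted where it was 0), 0 to 41 with diabetes over both (15 unadjusted where it was 0) and 6 to 33 restored, while the interaction kept 81 to 96. The separation of D + P from C + P ran from 0.4 to 1.51, and that of D from C from 1.35 to 1.57. Medians of both clusters kept their direction. The camera calls of the clusters, here and above, run on miRNAs chosen on these arrays and say nothing about stability. With 2 arrays in a group, limma takes the spread from all groups. Signals near the lowest detected signal limit what the undetected miRNAs of cluster 1 can show.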

Differences from the paper's values

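No test in this part was chosen to close a gap. The paper's values are ratios of arithmetic group means from Table S7, the values found here are differences of mean log2 values, and the alternatives counted are those set before the data were examined. An alternative counts as within where it has the sign of the paper's value and lies within the replicate SD of it. The values on the paper's scale, log2 ratios of arithmetic group means, were computed after the values had been seen. On that scale the authors' normalized values equal the paper's for each item below, because Table S7 holds those values divided by their mean.

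For miR-185-5p the paper's log2 ratio is 0.29 in D against C, and 0.14 was found here, or 0.15 on the paper's scale, which is within the SD of 0.14 (11 of 27 alternatives fell within the replicate SD of the paper's value and 16 did not). In D + P against D the paper's value is -0.66 and -0.25 was found, also -0.25 on the paper's scale (1 within, 25 not). In C + P against C the paper's value is -0.34 and -0.18 was found, also -0.18 on the paper's scale (1 within, 25 not). For D against C the values within were those with the group filter, without a filter, with each slide normalized alone, with the authors' normalized values, and without C replicate 2 or 3, any C + P replicate, D replicate 3 or D + P replicate 3. For the other 2 comparisons only the authors' normalized values were within, at -0.65 and -0.32.

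For miR-193a-3p the paper's log2 ratio in D + P against D is -3.48, and -1.18 was found, or -1.16 on the paper's scale (0 of 26 within, 26 not). The authors' normalized values gave -2.98 as a difference of mean logs, and -3.48 on the paper's scale. In C + P against C, the paper's ratio is 0.244. Here 1.07 was found after cyclic loess, with undetected C arrays at their lowest detected signal. Of 26 alternatives 24 gave a value above 1, and so differ from a ratio under 1. They are not 24 separate values, since those that change only the test repeat the value after cyclic loess. The value with 16 added before log2 (1.01) is shrunk by the offset. All rest on the level assumed for undetected C arrays, so none is a strict lower bound. The other 2 gave no value above 1. They were quantile normalization, at a log2 value of -0.01, and the authors' normalized values, at -1.96 and on the paper's scale at the paper's -2.03. For miR-193b-3p the paper's log2 ratio in D + P against D is -1.07 and -1.84 was found, also -1.84 on the paper's scale (5 of 26 within, 21 not). Those within were quantile normalization (-1.34), the 75th percentile of miRNAs detected on all arrays (-0.97), the 75th percentile of all miRNAs and no normalization (both -1.24), and the authors' normalized values (-1.31). In D against C the paper's fold of miR-193b-3p is 2.03, and 2.71 was found after cyclic loess. It was 2.06 with percentile scaling and 3.71 without normalization. These folds rest on the level assumed for undetected C arrays.

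The median log2 ratio of the measured cluster 1 miRNAs in C + P against C is -0.01 in the paper's values and 0.13 here, also 0.13 on the paper's scale (0 of 21 within, 21 not). The authors' normalized values gave 0.01, closer than the SD of 0.04 but of the other sign, and -0.01 on the paper's scale. Over all listed miRNAs of the cluster it is -0.15 in the paper's values, and all miRNAs of the authors' values, a setting chosen after seeing the values, gave -0.11. For cluster 2 in the same comparison it is -0.73 in the paper's values and -0.56 here, or -0.58 on the paper's scale (1 of 21 within, the authors' normalized values at -0.72, and 20 not). For cluster 2 in D against C the paper's -0.59 and the value here lie within the SD of 0.11 as mean logs (-0.49) and just outside it on the paper's scale (-0.48).

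The paper states that samples treated with pargyline are completely separated from the others, while the difference of mean correlation within and between these groups was 0.01 here and the main branches of the clustering mixed them. This measure is not the paper's clustering. With the authors' normalized values the main branches parted them except for D + P mouse 19, which lay with the vehicle arrays. It states that the miRNAs of both clusters are unaffected by pargyline in control hearts, while 8 of 11 cluster 2 miRNAs were lower in C + P than in C past the limma threshold here, and 0 by the methods' t-test with Holm adjustment (9 at an unadjusted p under 0.05). The median of cluster 1 in that comparison was 0.13 with none past it, and with the group filter camera called the set. The paper lists miR-27a-3p among miRNAs not modulated in C + P, and it was higher by 0.76 there past the limma threshold. It was not called there by the methods' t-test with either adjustment, with Holm adjustment in limma, without a filter, or without C replicate 2 or 3 or C + P replicate 2 or 3. The paper counts miR-133a-3p, miR-185-5p and miR-27a-3p as modulated by MAO activity in diabetic hearts. Its evidence includes qRT-PCR of the hearts. For miR-133a-3p and miR-27a-3p it also includes silencing of MAO-A in cultured cardiomyocytes. Neither was analysed here, and a change that does not pass with 3 arrays per group is no evidence against them. On the arrays, the changes of these 3 miRNAs of -0.26, -0.25 and -0.34 in D + P against D did not pass. Settings that call them are the fit without D + P replicate 3 for miR-185-5p (-0.36) and without C replicate 1 for miR-27a-3p (-0.33).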

Other observations

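The tests of undetected values, of single D + P arrays and of a mislabelled sample were chosen only after the result was seen, while the splits of the samples were planned.

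Cluster 1 miRNAs undetected on every C array were lower in C + P than in C in the authors' normalized values, with a median log2 difference of -1.19 over 20 miRNAs, 15 of them lower. The 17 members detected on every array, which hold no undetected value, had a median of 0.01 (-0.1 to 0.15 with 1 C or C + P array left out). This is consistent with the difference coming from the level that the normalization gave to undetected signals on C arrays, where their medians were 1.43 to 2.2. Undetected signals on C + P arrays do not account for most of it, since 18 of these miRNAs were detected on all 3 C + P arrays. How the normalization moved faint detected signals on C + P arrays was not tested and stays open, as does a biological change. The scanner flags point the other way, to more signal in C + P.

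The number of restored miRNAs was 20, and 6 without D + P mouse 19, against 17 without mouse 22 and 18 without mouse 24. A candidate explanation is therefore that 1 D + P array carries much of the count. Other arrays move it as well, to 8 without D mouse 12 and 33 without C + P mouse 10. Of 100 drawn splits that kept the slides apart, 1 gave a count as large, the real one. These splits exchanged only diabetic and non-diabetic arrays within a slide. They argue against a chance assignment of the diabetes labels, but cannot test the step from D to D + P. The interaction does not rest on mouse 19 in the same way, since it was 81 to 96 with any array left out.

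D + P mouse 19 lay apart from the other D + P arrays. Its centred profile had a mean correlation of 0.66 with the C arrays, 0.09 with the other D + P arrays, -0.66 with the C + P arrays and -0.78 with the D arrays. A mislabelled sample, a heart in which pargyline acted more fully and a dim array (mean control feature log2 signal of 10.29, against 10.86 and 11.1 for mice 22 and 24) cannot be told apart. Each would move the array from D towards C, but the array lay beyond C, at -7.65 on the first component against -4.44 to -2.71 for C, and with a median of 0.68 in cluster 2 against 0.18 to 0.3. With 4 branches of the clustering it grouped with D + P mouse 22, but on the authors' normalized values with the C arrays. Its place beyond C goes against an exchanged C heart, but 3 C arrays are too few to exclude one. The labels were kept as given.

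For 3 arrays against 3 there are 10 splits, too few for this test to exclude chance whatever the counts are. It therefore decides nothing for D against C, D + P against D, C + P against C, D + P against C or D + P against C + P, where in each 1 split gave a count as large, the real one. Pargyline over both mouse groups changed 4 miRNAs and diabetes over both treatments 2. As 6 and 7 of 100 drawn splits gave counts as large, chance cannot be excluded for either.

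The largest changes in D against C among miRNAs with non-overlapping arrays were miR-7005-5p at -2.24, miR-5622-3p at -1.84 and miR-15b-5p at 1.82. In D + P against D the same 3 miRNAs changed most, at 1.41, 1.39 and -1.59. MiR-7005-5p and miR-5622-3p were also lower in C + P than in C, by log2 values of -1.6 and -1.56, and miR-22-5p was higher by 1.59. All are limma estimates past the adjusted threshold.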
